# Transcriptomic analysis identifies novel candidates in cardiorenal pathology mediated by chronic peritoneal dialysis

**DOI:** 10.1038/s41598-023-36647-7

**Published:** 2023-06-21

**Authors:** Victoria L. Nasci, Pengyuan Liu, Amanda M. Marks, Adaysha C. Williams, Alison J. Kriegel

**Keywords:** Kidney diseases, Renal replacement therapy, Transcriptomics

## Abstract

Peritoneal dialysis (PD) is associated with increased cardiovascular (CV) risk. Studies of PD-related CV pathology in animal models are lacking despite the clinical importance. Here we introduce the phenotypic evaluation of a rat model of cardiorenal syndrome in response to chronic PD, complemented by a rich transcriptomic dataset detailing chronic PD-induced changes in left ventricle (LV) and kidney tissues. This study aims to determine how PD alters CV parameters and risk factors while identifying pathways for potential therapeutic targets. Sprague Dawley rats underwent Sham or 5/6 nephrectomy (5/6Nx) at 10 weeks of age. Six weeks later an abdominal dialysis catheter was placed in all rats before random assignment to Control or PD (3 daily 1-h exchanges) groups for 8 days. Renal and LV pathology and transcriptomic analysis was performed. The PD regimen reduced circulating levels of BUN in 5/6Nx, indicating dialysis efficacy. PD did not alter blood pressure or cardiovascular function in Sham or 5/6Nx rats, though it attenuated cardiac hypertrophy. Importantly PD increased serum triglycerides in 5/6Nx rats. Furthermore, transcriptomic analysis revealed that PD induced numerous changed transcripts involved with inflammatory pathways, including neutrophil activation and atherosclerosis signaling. We have adapted a uremic rat model of chronic PD. Chronic PD induced transcriptomic changes related to inflammatory signaling that occur independent of 5/6Nx and augmented circulating triglycerides and predicted atherosclerosis signaling in 5/6Nx LV tissues. The changes are indicative of increased CV risk due to PD and highlight several pathways for potential therapeutic targets.

## Introduction

In the United States more than 780,000 people suffer from end stage kidney disease (ESKD) and each year more than 130,000 people are diagnosed. Of those diagnosed with ESKD, approximately 2.5% receive a kidney transplant, while the remainder are reliant on dialysis for survival^1^. Previous clinical data shows an overall increased survival rate with dialysis; however, there is still a disproportionately high mortality rate compared to the general population. The leading cause of death in the ESKD patient population is cardiovascular disease (CVD)^1^, and over 50% of ESKD deaths are attributed to cardiovascular (CV) related events^2–10^ making the ESKD population one of the largest at-risk groups for CVD and CV related mortality.

There are two main types of dialysis, hemodialysis (HD) and peritoneal dialysis (PD). Approximately 86.5% of new ESKD patients are placed on HD and approximately 11% are placed on PD^1^. Given recent advancements in technology, understanding of peritoneal membrane physiology, and treatments for related complication, PD is gaining support as a more favorable dialysis therapy. It has been suggested that PD should be the primary course of renal replacement therapy, predominantly in the first few years, and in emerging countries or rural populations where access to hemodialysis is limited^9,10^. This shift in dialysis modalities is also reflected in the 2019 executive order on Advancing American Kidney Health which envisions a significant increase in home dialysis utilization for the treatment of ESKD^1^.

Despite advancements, patients receiving PD still have increased CV risk^11–14^. PD patients typically have particularly atherogenic dyslipidemia^15,16^, and current treatments are not effective at reducing the resulting CV risk^17^. CKD has been shown to invoke immune infiltration and alter the innate immune response increasing CV risk^18^. Additionally, many patients on PD experience chronic inflammation and peritonitis, which is understood to result from a combination of dialysate composition, changes in inflammation and the immune system, and infection^19–23^. Several studies utilizing PD in animal models to study these changes have been reported^24–35^, often focused on the impact of dialysate fluid composition on efficacy or peritonitis by repeated, staggered infusion of dialysate into the abdominal cavity. Studies examining the impact of chronic PD, with repeated dwells and withdraws, on CV and renal function are lacking^25,32^. Additionally, there have been no studies looking at molecular changes in heart or kidney tissues in response to chronic PD.

In this study we utilize the 5/6Nx model of CKD to begin to fill these gaps in knowledge with two primary goals: (1) to assess the effects of chronic PD on CV and renal function in animals with and without renal insufficiency and (2) to assess molecular changes in the heart and kidney resulting from chronic PD in both groups. These analyses allow us to better-understand the mechanisms driving increased CV-mortality in ESKD patients receiving PD. This study provides novel evidence that PD increases serum triglycerides while inducing specific transcriptomic changes that associated with downstream inflammation, immune cell infiltration, and atherosclerosis in the left ventricle (LV) all of which are known risk factors for CVD and CV mortality. Our transcriptomic data provide numerous pathways to explore for future therapeutic target development.

## Methods

### Animal model

Animal protocols were approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee (AUA00004133). All work was in adherence to the NIH Guide for the Care and Use of Laboratory Animals and reporting in the manuscript follows the recommendations in the ARRIVE guidelines^36,37^. Male Sprague Dawley rats (N = 6–7/group) (Envigo, Madison, WI) were fed 0.4% NaCl diet (AIN-76A Purified Rodent Diet, Dyets, Inc., Bethlehem, PA) and provided water ad libitum. At 10 weeks of age, rats were anesthetized by i.m. injection of a ketamine (50 mg/kg)/xylazine (8 mg/kg)/acepromazine (5 mg/kg) mixture and subjected to Sham or 5/6Nx surgery using a surgical excision model, as previously described^38,39^. Briefly, a midline incision was made in the abdomen and the right renal artery and vein were ligated with 3.0 silk suture prior to right kidney excision. The left kidney artery and vein were temporarily occluded for scalpel excision of the upper and lower poles of the left kidney. Gelfoam coagulant was applied to the cut surfaces and the occlusion was released. The incision was then closed, and the rat recovered.

### Peritoneal dialysis

At week 6 post-surgery a customized catheter was installed into the abdominal cavity of all Sham or 5/6Nx rats in this study under anesthesia, based on a protocol developed by Motojima et al. (Fig. 1A). All tubing and instrumentation were ethylene oxide sterilized prior to use in surgical procedures or dialysis exchanges. A small midline abdominal incision was made and omentectomy performed. A modified guide tube (Tygon^®^ AJK00004) was inserted into the abdominal cavity through the incision. The guide tube had an ~ 2 mm long exterior tubing section (Tygon^®^ ND-100–65 #ADF00011) glued to the guide tube ~ 3 mm from the bottom to act as an anchor in the abdomen. The guide tube was secured with 3-0 silk suture using a purse string stitch then was exteriorized to the area between scapulae through an implanted wire anchor that was stitched to the back muscle with 3-0 silk suture. A custom PD catheter, the bottom 2/3 inch which was perforated, was then inserted through the guide tube using sterile corn oil as a lubricant. The catheter was covered by a stainless-steel spring for protection and tethered to a swivel apparatus at the top of a metabolic cage, allowing animals to move relatively freely within the cage.

**Figure 1:**
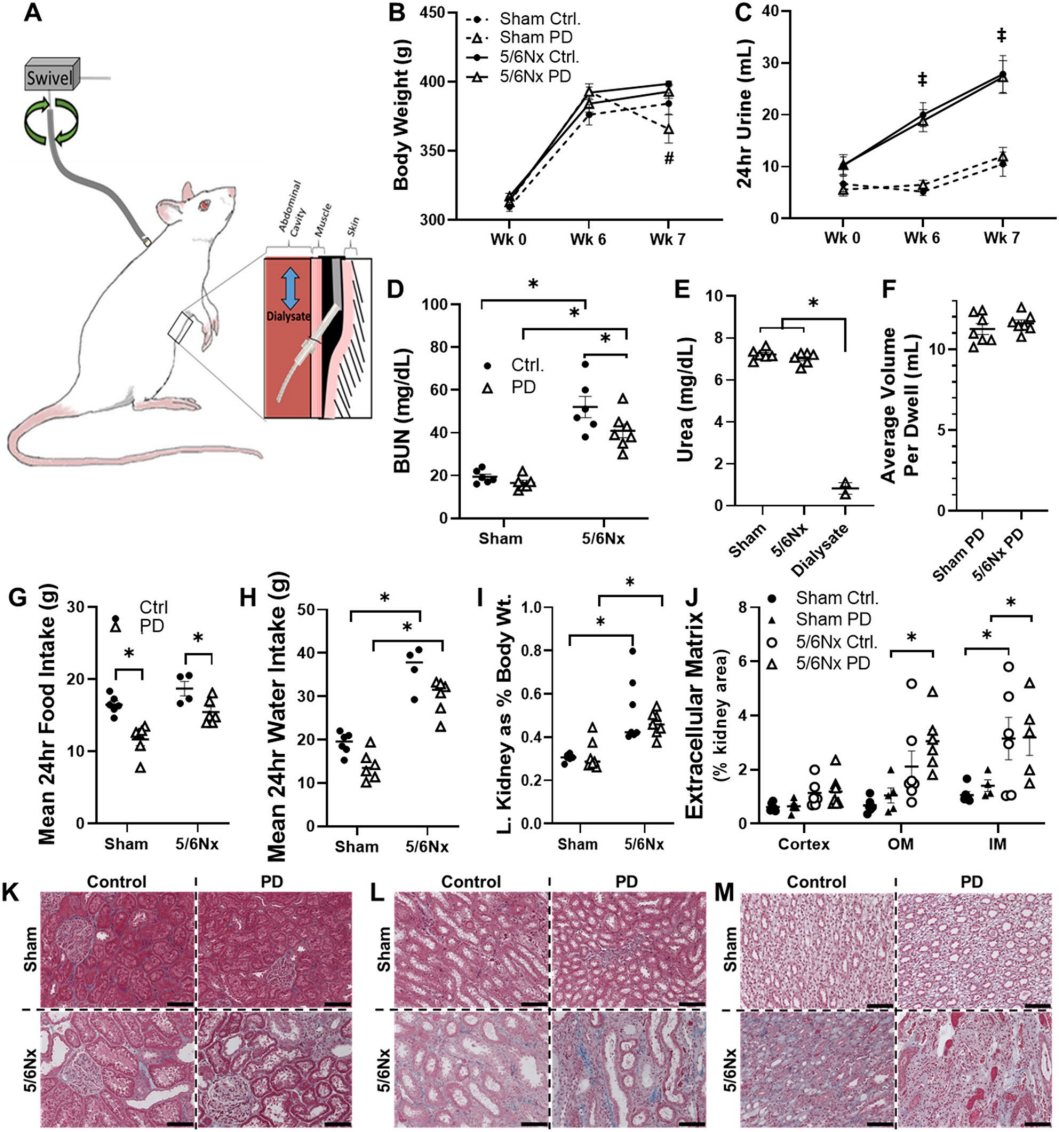
PD efficacy and impact on renal pathology. (**A**) Diagram of PD catheter apparatus and placement. A guide catheter is implanted in the abdominal wall and tunneled subcutaneously to exit between the scapulae. The catheter is then covered by a protective anchored spring attached to a swivel to allow free movement within a metabolic cage for individually housed rats. (**B**) Body weight before surgery (Wk 0), before initiation of dialysis in PD groups (Wk 6) and at the end of the study (Wk 7) and (**C**) matched 24-h urine volumes. (**D**) Reduction of blood urea nitrogen (BUN) and increase in (**E**) urea in recovered dialysate from animals receiving PD indicates that the dialysis strategy was effective in eliminating some metabolic waste. (**F**) The mean volume of recovered dialysate after each 1-h PD dwell within animal. Mean 24-h food intake (**G**) was decreased by PD, regardless of kidney surgery, but PD had no effect on mean 24-h water intake (**H**). (**I**) Body weight normalized (left; L) kidney weight was not impacted by PD in Sham or 5/6Nx groups at the end of the study. (**J**) PD had no effect on renal fibrosis in cortex, outer medulla (OM), and inner medulla (IM) regions of Masson’s trichrome stained kidney sections. Representative images of (**K**) cortex, (**L**) outer medulla (OM), and (**M**) inner medulla. Cal. bar = 100 mm. n = 6–7 rats/group except n = 4–7 (**G**,**H**). Lines represent mean ± SEM. ^‡^*P* < 0.05 5/6Nx vs. Ctrl at indicated timepoints. *P < 0.05 in indicated comparison. Statistical tests include two-way RM ANOVA with Tukey’s post-hoc test (**B**,**C**), two-way ANOVA with Holm–Sidak post hoc test (**D**,**G**,**H**), one-way ANOVA (**E**) or Student’s *t* test (**F**).

Animals were recovered for 3 days before initiation of PD fluid exchanges with warmed sterile, medical grade dialysate (15 mL; Baxter, PD Dianeal 2, 2.5% dextrose) in one-half of the Sham and 5/6Nx rats (randomly assigned). The other one-half of the animals served as surgical/instrumentation Control but received no dialysate. For those receiving PD, a dialysate exchange was performed 3 times per day for 8 days following catheter implantation. Dialysate was injected into the abdomen slowly through a sterile syringe and needle via the perforated PD catheter. Following a one-hour dwell the dialysis was slowly collected by applying gentle negative pressure with a sterile syringe. After the third exchange each day a new PD catheter was placed in the guide tube. The volume of recovered dialysate was recorded to ensure animals were not retaining significant fluid volume.

### Blood and tissue collection

Animals were euthanized by creating a pneumothorax via thoracotomy under anesthesia (i.m. injection of a ketamine (50 mg/kg)/xylazine (8 mg/kg)/acepromazine (5 mg/kg) and tissues and blood (serum, heparinized plasma, and EDTA-plasma) were collected for downstream analysis. A custom rat chemistry panel was performed by IDEXX (Westbrook, ME) on collected serum. Heparinize plasma was used to measure oxidized low-density lipoprotein (LDL) using an oxLDL ELISA (Mercodia, Winston Salem, NC). Heart and kidney tissue was collected and the wet weight of the (remnant/intact) kidney was recorded. The tissues were divided in half; one half flash frozen in liquid nitrogen for RNA and protein extraction and the other for histology fixed in 10% formalin.

### Histology

Kidneys and ventricle tissue fixed in formalin were sent to the Children’s Research Institute Histology Core at the Medical College of Wisconsin, where they were processed, paraffin embedded, sectioned (4 µM), mounted on slides, and Masson’s trichrome stained. Trichrome stained kidney sections were then imaged at 20 × using an E-400 microscope (Nikon) and SPOT Insight V5.1 digital camera (Diagnostic Instruments). Ventricle sections were scanned using a Super Coolscan 9000 (Nikon). The area of extracellular matrix protein containing (i.e. fibrotic; blue) tissue was quantified using Metamorph software and expressed as fibrosis percentage of total tissue area^40^.

Immunohistochemistry was performed for detection of CD177 antigen, as previously described^38^. CD177 antibody (sc-376329; Santa Cruz Biotechnology) was used at a 1:50 dilution and a rat adsorbed anti-mouse secondary antibody (#BA-2001; Vector Laboratories) was used at a 1:200 dilution. A secondary control slide (no primary antibody; 1:200 secondary antibody) slide was run in parallel with no staining observed.

### Echocardiographic analysis

Echocardiography using a Vivid iq (GE, Waukesha, WI) ultrasound machine was employed to assess LV morphology and function as previously described^38^. LV characteristics (wall thickness, chamber diameter, and ejection fraction) and fractional shortening (FS%) were measured utilizing transthoracic images of the parasternal short-axis view in MM mode.

### Pressure volume analysis

Acute arterial blood pressure and LV pressure–volume analysis was performed using a 2 French ultra-miniature pressure–volume catheter (Millar, Houston, TX) inserted retrograde through the right carotid artery, as previously described^38^. Blood collected in EDTA plasma and warmed to 37 °C was used for volume calibrations after the procedure. Measurements presented as mean of ~ 30 s of stable recording obtained using Labchart PV software (AD Instruments).

### Transcriptomic analysis of LV and kidney tissue

RNA-sequencing was performed by the Genomic Sciences and Precision Medicine Center (GSPMC) and analysis of the sequencing data was performed, as previously described with minor modifications^41,42^. Transcripts with an adjusted p-value (*q*-value) < 0.05 were identified as differentially expressed genes (DEGs) for subsequent pathway analysis, regardless of fold-change. The list of DEGs was entered into Metascape^43^ and Ingenuity Pathway Analysis (IPA) for subsequent analysis. See Supplemental Materials for complete sequencing details and additional information on the Metascape and IPA analysis.

### Statistics

Data are presented as mean ± SEM. analysis was performed with blinding to surgery/treatment status. For each measurement datapoints that were more 2 standard deviations ± the mean of the experimental group it belonged to were excluded from final analysis. Statistical analysis of phenotypic datasets was performed by Student’s *t* test, Two-Way RM ANOVA, Two-Way ANOVA or One-Way ANOVA with Tukey’s multiple comparison or Holm–Sidak post hoc tests, as indicated in Figure Legends, using GraphPad Prism^36^. Differences of *P* < 0.05 were considered statistically significant. Statistical analysis of transcriptomic results was performed as described in Supplemental Materials.

## Results

### PD had no effect on renal function

The effect of PD was evaluated in 5/6Nx rats with renal insufficiency and Sham-operated controls. Indwelling catheters were surgically placed in all animals 6-weeks after the initial surgery, regardless of whether received PD. Bodyweight did not differ between groups prior to Sham or 5/6Nx surgery (week 0) or prior to indwelling catheter placement (week 6). At week 7 body weight tended to be lower (N.S) in Sham PD rats than all other groups (Fig. 1B). While The 5/6Nx surgery increased 24-h urine volume, regardless of PD, there was no difference within Sham or 5/6Nx groups throughout the study (Fig. 1C).

Blood urea nitrogen (BUN), a measure of renal function and PD efficacy, was elevated in the serum in 5/6Nx Control rats compared to Sham Control rats. Chronic PD had no effect on BUN in Sham rats and attenuated the increase in 5/6Nx rats (Fig. 1D). To further assess PD efficacy urea was measured in dialysate recovered from several dwells (Fig. 1E). When compared to fresh dialysate, dialysate recovered from both Sham and 5/6Nx rats contained significantly more urea. Together these data indicate that our PD protocol was effective in clearing some metabolic waste from these animals. Commonly assessed serum analytes values are presented in Supplemental Table 1. Serum creatinine, noted as an imperfect singular indicator of dialysis efficacy^44^, was not significantly reduced by PD in the 5/6Nx rats (Supplemental Table 1).

The volume of recovered dialysate was recorded after each dwell and the average for each animal was plotted (Fig. 1F). Rats whose recovery fell below 10 mL were checked for blockage, and those whose catheters had become blocked were removed from the study. There was no significant difference in the average volume of dialysate recovered.

The average 24-h food and water intake were calculated between weeks 6 and 7 weeks. Sham and 5/6Nx rats receiving PD ate significantly less food than Control rats (Fig. 1G), while water intake was higher in 5/6Nx rats regardless of PD (Fig. 1H).

### Impact of PD on indices of renal pathology

Our previous studies indicated that proximal tubule dilation is a major histological change observed in this 5/6Nx model^38^. Hypertrophic remodeling of the remnant kidney was not impacted by PD, as indicated by body weight normalized left kidney weights (Fig. 1I). Extracellular matrix (ECM) area was evaluated in cortex, inner medulla, and outer medulla to assess the effect of PD on renal pathology, as an index of fibrosis. Renal ECM was increased by 5/6Nx in the inner medulla in PD and Control rats, when compared to corresponding Sham groups, but only in the outer medulla of 5/6Nx rats receiving PD (Fig. 1J). Representative images from cortex (Fig. 1K), outer medulla (Fig. 1L) and inner medulla (Fig. 1M) demonstrate the nature of these differences.

### PD augments serum triglycerides in 5/6Nx rats

Serum cholesterol tended to be higher in 5/6Nx rats, independent of PD (Fig. 2A). By contrast, serum triglyceride levels in 5/6Nx PD rats were nearly two-fold higher than that of Sham Control or 5/6Nx Control rats (Fig. 2B). To further evaluate the lipid profile oxidized LDL was measured from heparinized plasma. There was no difference in oxidized LDL measured between any of the study groups. (Fig. 2C).

**Figure 2:**
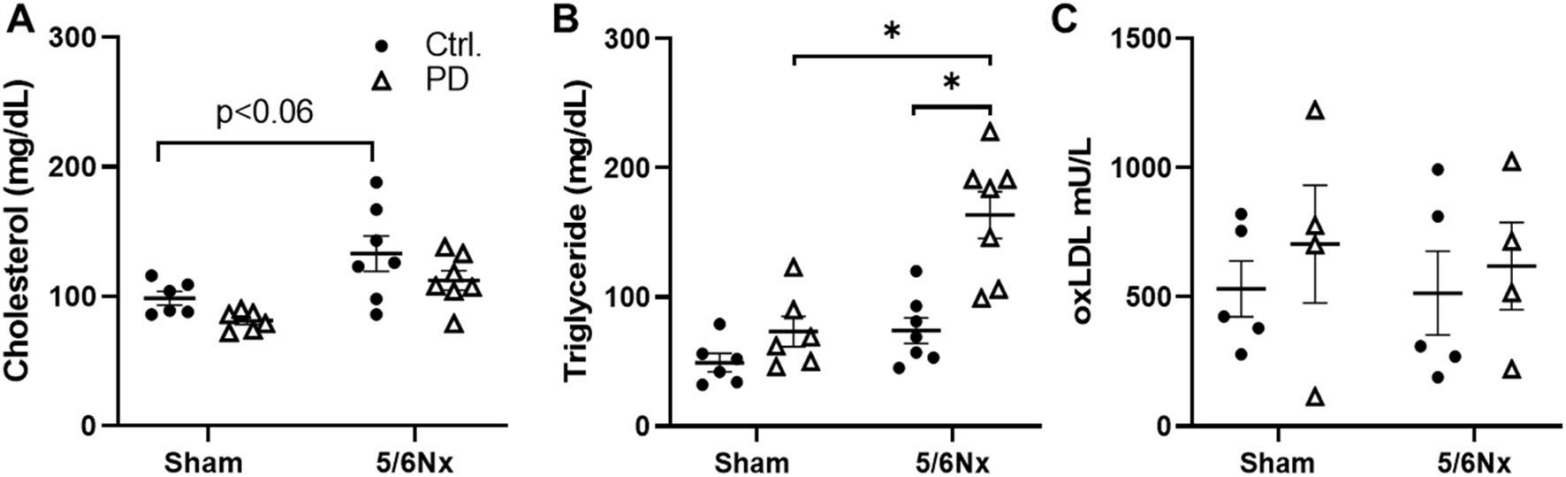
Serum lipid profile 7 weeks post-surgery. (**A**) Serum cholesterol, (**B**) Serum triglycerides, (**C**) Serum oxLDL. N = 4–7 rats/group. Lines represent mean ± SEM. ^‡^*P < 0.05 in indicated comparison. Two-way ANOVA with a Holm–Sidak post hoc test.

### PD did not impact 5/6Nx-associated cardiac remodeling

The impact of PD on LV remodeling was assessed in vivo using echocardiography. Diastolic LV chamber diameter was increased in 5/6Nx Control rats compared to Sham rats (Fig. 3A), while there was no difference in systolic chamber diameter (Fig. 3B). Fractional shortening was not altered by either 5/6Nx or PD (Fig. 3C). Diastolic LV wall thickness did not differ between study groups (Fig. 3D), but both 5/6Nx Control and 5/6Nx PD rats exhibited increased systolic LV wall thickness when compared to their respective controls (Fig. 3E). Heart wet weight, as a percentage of total body weight, was higher in 5/6Nx Control rats than Sham rats and 5/6Nx rats receiving PD (Fig. 3F) despite no difference in body weight (Fig. 1B), chamber size (Fig. 3A) or wall thickness (Fig. 3D) between groups.

**Figure 3:**
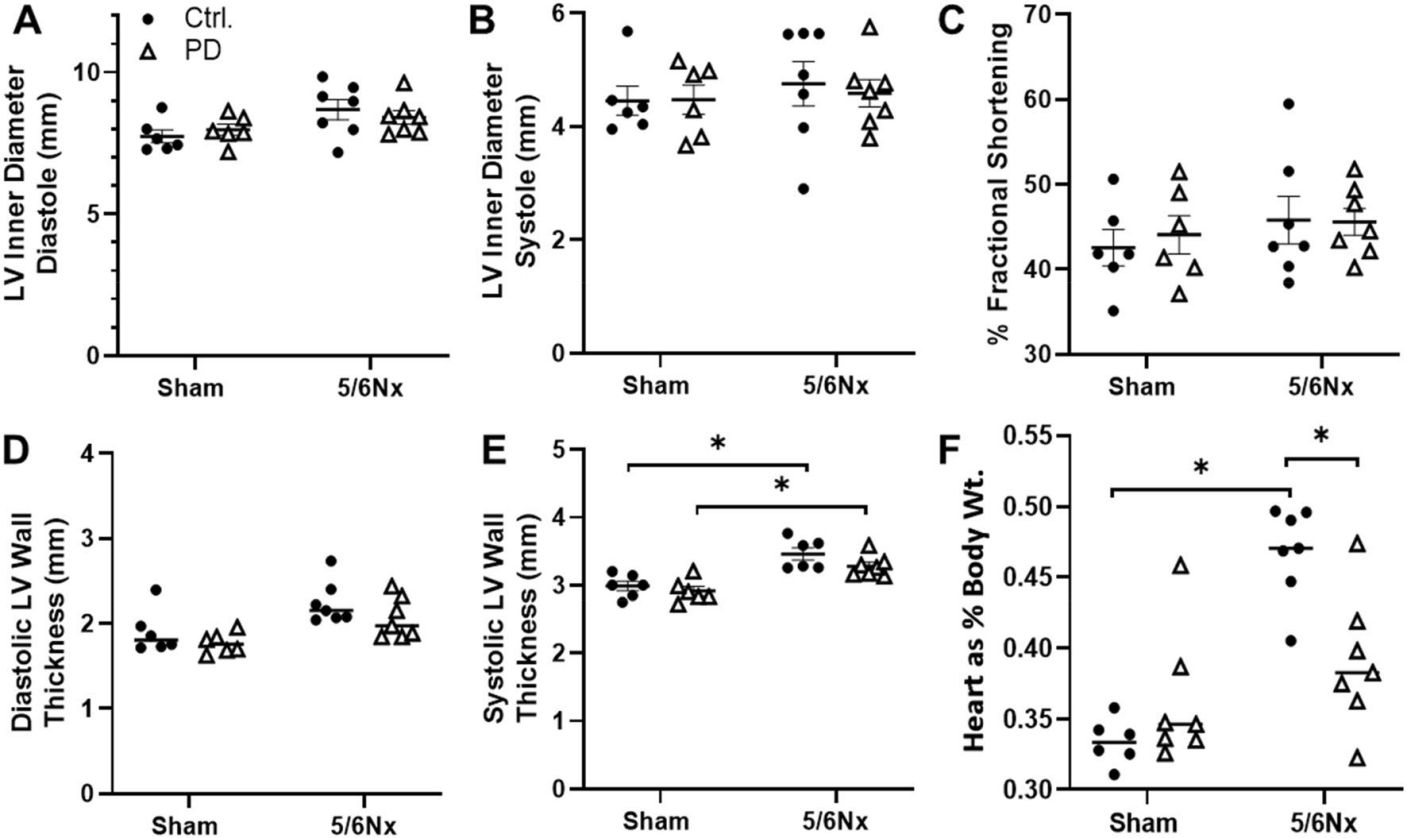
Measures of LV dimensions and function assessed by short-axis echocardiography 7 weeks post-surgery. LV diameter was not altered by PD in (**A**) systole or (**B**) diastole. (**C**) Fractional shortening was also not changed between the groups. Wall thickness (LV) was not different between groups during (**D**) diastole but was significantly higher during (**E**) systole, regardless of PD. The enhanced systolic wall thickness in 5/6Nx Control rats tended to be attenuated by PD (N.S). (**F**) The higher body weight normalized heart weight observed in 5/6Nx Control rats was not observed in 5/6Nx rats receiving PD. PD reduced normalized heart weight. N = 6–7/group. Lines represent mean ± SEM. ^‡^*P < 0.05 in indicated comparison. Two-way ANOVA with a Holm–Sidak post hoc test.

### PD did not impact blood pressure or LV remodeling, but increased HR only in 5/6Nx rats

Acute arterial and LV blood pressures (BP) were measured with Millar catheter just prior to endpoint. The catheter was then advanced into the LV through the aorta to measure LV pressures. Systolic BP was elevated in 5/6Nx rats compared to Sham. PD did not affect BP in either Sham or 5/6Nx rats (Fig. 4A). By contrast, diastolic arterial BP was only elevated in 5/6Nx PD rats compared to Sham PD rats (Fig. 4B).

**Figure 4:**
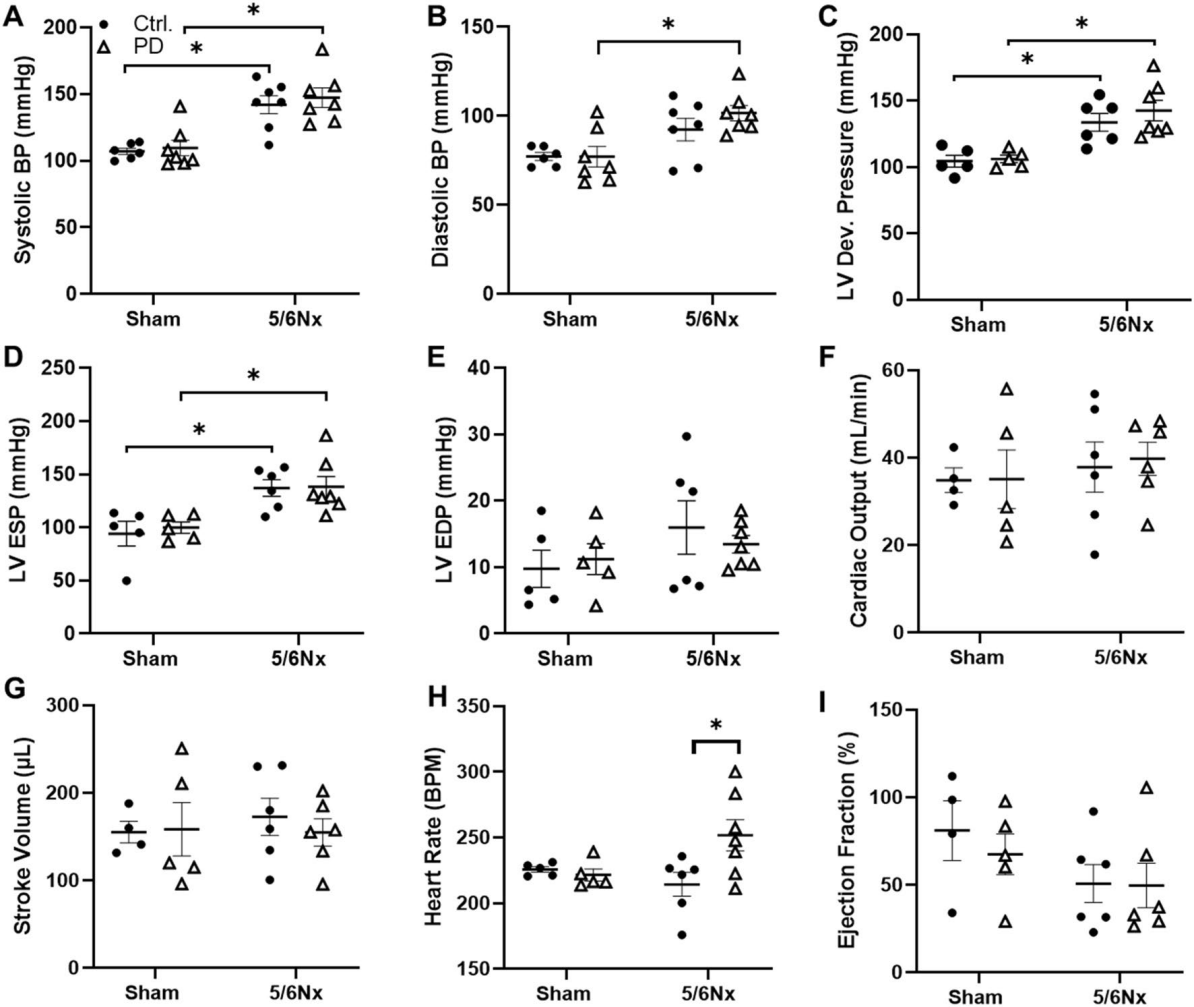
Pressure–volume analysis of the carotid artery and LV 7 weeks post-surgery. Arterial (**A**) systolic blood pressure (BP) and (**B**) diastolic BP was unaffected by PD in Sham and 5/6Nx animals. (**C**) LV developed pressure and (**D**) LV end systolic pressure (ESP) was higher in 5/6Nx animals than Sham but were not impacted by PD. (**E**) LV end diastolic pressure (EDP) did not differ between groups. Neither (**F**) cardiac output nor (**G**) stroke volume was significantly altered by surgery or PD, but (**H**) heart rate was significantly higher in 5/6Nx rats receiving PD. (**I**) Ejection fraction was not different between groups. These data indicate that, at least in this timeframe, the heart is able to compensate for any PD-related hemodynamic shifts. N = 4–7/rats/group. Lines represent mean ± SEM. ^‡^*P < 0.05 in indicated comparison. Two-way ANOVA with a Holm–Sidak post hoc test.

Developed LV pressure was elevated in 5/6Nx rats compared to Sham rats, with or without PD (Fig. 4C). This was due to increased LV end systolic pressure (Fig. 4D), as end diastolic pressure was unchanged (Fig. 4E). End systolic LV pressure was elevated in 5/6Nx rats compared to Sham. This moderate increase in afterload did not impact cardiac output (Fig. 4F), or stroke volume (Fig. 4G); however, PD significantly increased heart rate in 5/6Nx rats (Fig. 4H). Ejection fraction was not altered by PD in either surgical group (Fig. 4I).

### Transcriptomic analysis of LV and kidney tissues in sham vs. 5/6Nx rats with and without PD

RNA sequencing yielded > 50 million reads (100 nucleotides in length) per sample, with a sequencing depth sufficient to accurately quantify most transcripts and variants^45^. 

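RNA from the left ventricle (LV) and the kidney of male rats was sequenced in 4 groups per tissue: Sham surgery or removal of 5/6 of the kidney mass (5/6Nx), each with peritoneal dialysate exchanges (PD) or with a catheter alone (Control). The labels give 52 libraries, with 6 in each Sham group and 7 in each 5/6Nx group of each tissue. Tissue markers followed the labels. Myh6, the cardiac alpha myosin heavy chain, had a median of 1003630.0 normalized reads in the LV and 2.36 in the kidney. Slc34a1, a phosphate transporter of the proximal tubule, had 2.80 and 56582. The deposited table holds, for 20624 genes, variance-stabilised log2 values that the authors computed over all libraries of both tissues together, after trimming, alignment to the rn6 rat genome and counting. Its lowest value stands for 0 reads. On its scale 10, 100 and 1000 normalized reads stand at 6.50, 7.67 and 10.13, so a log2 difference on this scale understates the change of a gene with few reads. For that reason many changes are also given in normalized reads, as mean ± SD or as a fold, the ratio of the means. The transform was inverted to normalized reads and to whole reads. All values came out whole, with a largest deviation of 7.17e-08 reads. Reads in the gene table were 32961099 to 111849466 (median 40807135.5) per library in LV Sham Control and 31072619 to 102005955 (median 44487460.5) in LV Sham PD. In LV of 5/6Nx rats they were 32213358 to 70043974 (median 36900120) in Control and 31035738 to 43742590 (median 35456287) in PD. In the kidney they were 40799039 to 55483032 (median 48234916.5) in Sham Control and 16677918 to 65458263 (median 52291652.5) in Sham PD. They were 33962538 to 53138844 (median 45731114) in 5/6Nx Control and 40344862 to 57969890 (median 47594514) in 5/6Nx PD. The paper's own depth counts sequenced reads, over 50.0 M (M, mega) per sample. The values here rest on the reads in the gene table. Groups were compared with limma (trend and robust settings) on the deposited log2 values of genes with at least 10 normalized reads in as many libraries as the smaller group holds. Genes with a Benjamini-Hochberg adjusted p under 0.05 passed. Only the groups of a comparison entered its fit. The labels do not tie the LV library of a rat to its kidney library, so each library was treated as independent.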

Sequencing data files and processed files are available in GEO (GSE207524). The mapping rate for this dataset was > 98% for all samples (Supplemental Table 2). The number of transcripts with an adjusted *P*-value < 0.05 in each comparison (Differentially Expressed Genes; DEGs) are indicated in Supplemental Table 3, along with the number of mapped transcripts in pathway analysis. 

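In the LV of Sham rats, 194 of 15759 genes tested passed the threshold with PD, 147 higher and 47 lower, and 3072 had an unadjusted p under 0.05 in limma. Alas2, which makes the first step of erythroid heme synthesis, rose from 3085 ± 653 to 7162 ± 682 normalized reads (log2 change 1.20, standard error 0.12, adjusted p = 6.49e-04). Cyp26b1, which degrades retinoic acid, rose 5.77-fold (adjusted p = 0.00149). Serpinb1a, an inhibitor of neutrophil proteases, rose 4.48-fold (adjusted p = 0.00224). Socs2, a suppressor of cytokine signaling, fell from 2935 ± 203 to 1987 ± 129 normalized reads (adjusted p = 0.00297). Fgf16, a growth factor of the heart, fell from 1119 ± 151 to 583 ± 128 normalized reads (adjusted p = 0.00596). In the kidney of Sham rats, 23 of 16090 genes passed, 16 higher and 7 lower, with 2780 at an unadjusted p under 0.05. S100a8, a calcium-binding protein of neutrophils, rose from 99.7 ± 46.8 to 499 ± 133 normalized reads (log2 change 1.63, standard error 0.20, adjusted p = 0.00547). Scn8a, a sodium channel subunit, fell from 1413 ± 257 to 628 ± 104 normalized reads (adjusted p = 0.00547). Gpd2, the mitochondrial glycerol-3-phosphate dehydrogenase, fell from 1599 ± 179 to 983 ± 110.4 normalized reads (adjusted p = 0.00967). The counts changed when 1 library was left out. Such a fit has fewer rats, so a lower count does not by itself show a reliance on that library. The LV count was 1646 without LV Sham PD replicate 2, where 781 were higher and 865 lower, 286 and 134 without LV Sham Control replicates 1 and 5, and between 62 and 91 without any other single library. The kidney count was 152 without Kidney Sham PD replicate 4, the library with the fewest reads, 5 and 12 without PD replicates 5 and 2, and between 8 and 14 without any 1 of the 6 Control libraries. With sample quality weights, limma-voom on the recovered reads called 1409 genes in the LV (735 higher and 674 lower) and 171 in the kidney. With all 4 groups of the tissue in one fit 107 and 9 passed, while Alas2 (adjusted p = 0.0873, range over the alternatives 2.83e-16 to 0.0873) and Scn8a (adjusted p = 0.305, range 2.01e-11 to 0.305) did not.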

Changes induced by PD in the Sham-operated animals resulted in the largest number of DEGs in both LV and kidney tissues (853 and 637, respectively). By contrast 162 LV and 33 kidney DEGs were identified in 5/6Nx PD versus 5/6Nx Control comparisons.

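In the LV of 5/6Nx rats, 14 of 15622 genes tested passed the threshold with PD in limma, 8 higher and 6 lower, with 1333 at an unadjusted p under 0.05. Wisp2, a matricellular protein, fell from 667 ± 223 to 189 ± 105 normalized reads (log2 change -1.43, standard error 0.22, adjusted p = 0.0179). Islr, a fibroblast marker, fell from 2224 ± 256 to 1252 ± 263 normalized reads (adjusted p = 0.0179). The clock-controlled transcription factor Dbp and the clock repressor Cry2 were also lower (adjusted p = 0.0421 and 0.0416). In the kidney of 5/6Nx rats, 2 of 16481 genes passed, both higher, and 689 had an unadjusted p under 0.05. Mmp8, the neutrophil collagenase, rose from 39.6 ± 19.5 to 331 ± 193 normalized reads (log2 change 1.65, standard error 0.24, adjusted p = 0.0446). Arntl, which encodes the clock activator BMAL1, rose from 252 ± 61.6 to 701 ± 185 normalized reads (log2 change 1.15, standard error 0.17, adjusted p = 0.0446). Both counts changed with the library left out, in fits that also had fewer rats. The LV count was 24 without LV 5/6Nx Control replicate 2, between 2 and 9 without Control replicate 1, 3, 4, 5, 6 or 7, 8 without PD replicate 3 and 3 without PD replicate 4. The kidney count was 0 without any 1 of the 7 Kidney 5/6Nx Control libraries or PD replicate 3, 4 or 5, 1 without PD replicate 2 or 7, and 4 without PD replicate 6. With all 4 groups of the tissue in one fit 61 and 20 genes passed, Islr not among them (adjusted p = 0.0934, range over the alternatives 1.65e-06 to 0.0934). Without the filter Dbp and Cry2 missed the threshold (adjusted p = 0.0543 and 0.0523, ranges 4.89e-05 to 0.0631 and 3.93e-05 to 0.0523), as did Dbp in limma-voom with sample quality weights (0.0631). In the kidney limma-voom called neither gene, whether with sample quality weights or without them, nor did array quality weights call Arntl (0.132), the last 2 fits chosen after seeing the data (ranges 3.77e-10 to 0.141 for Mmp8 and 1.60e-08 to 0.282 for Arntl). The LV calls of Wisp2 and Islr ended without Control replicate 3, 6 or 7 or PD replicate 4 (adjusted p = 0.0502 to 0.0655) and without Control replicate 3, 6 or 7 (adjusted p = 0.0501 to 0.0655), those of Dbp and Cry2 without any 1 library except Control replicate 2 and PD replicates 1 and 2 (adjusted p = 0.0522 to 0.109) and without any 1 library except Control replicate 2 and PD replicate 1 (adjusted p = 0.0598 to 0.102), and the kidney call of Arntl without any 1 library except PD replicate 2 (adjusted p = 0.0570 to 0.168).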

The log2 fold-change of the difference in transcript expression in PD versus Control comparisons was plotted against − log10 q-value (significance of difference) for Sham LV (Fig. 5A), 5/6Nx LV (Fig. 5B), Sham Kidneys (Fig. 5C) and 5/6Nx Kidneys (Fig. 5D). Those transcripts that were significantly altered (*q* < 0.05) are indicted in red. DEGs with the top 15 largest log2 fold-change, in each comparison are listed in Supplemental Tables 4, 5, 6 and 7, with corresponding *P*-value and FDR-adjusted p-value.

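The genes of these tables were chosen by the study on these libraries, so their counts are not independent evidence of a direction. Of the 30 genes listed for Sham LV, 27 had enough reads to be tested, and 17 passed the threshold in limma, 10 higher and 7 lower. Reg3g, a secreted antimicrobial lectin, rose from 289 ± 175 to 2679 ± 1707 normalized reads (log2 change 2.73, adjusted p = 0.00400). Of the 30 genes listed for 5/6Nx LV, 30 were tested and 7 passed, 6 higher and 1 lower. Olfm4, a glycoprotein of a subset of neutrophils, rose from 5.45 ± 5.63 to 47.1 ± 15.8 normalized reads (adjusted p = 0.0179). Its call ended without Control replicate 3 or 6 or PD replicate 4 (adjusted p = 0.0507 to 0.0655). It also missed the threshold in limma-voom with sample quality weights (adjusted p = 0.0656, range over the alternatives 1.23e-04 to 0.0656), and in limma-voom without weights and on log2 of normalized reads plus 1, both chosen after seeing the data (0.0536 and 0.0636). For Sham kidney, 29 of 30 were tested and 7 passed, 5 higher and 2 lower. For 5/6Nx kidney 19 of 20 were tested and 2 passed, both higher. Every gene of the 4 tables that was tested had the direction its table gives and an unadjusted p under 0.05. Many have few reads: 22, 13, 15 and 5 of the genes of the 4 tables had a mean under 100 normalized reads in both groups.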

**Figure 5:**
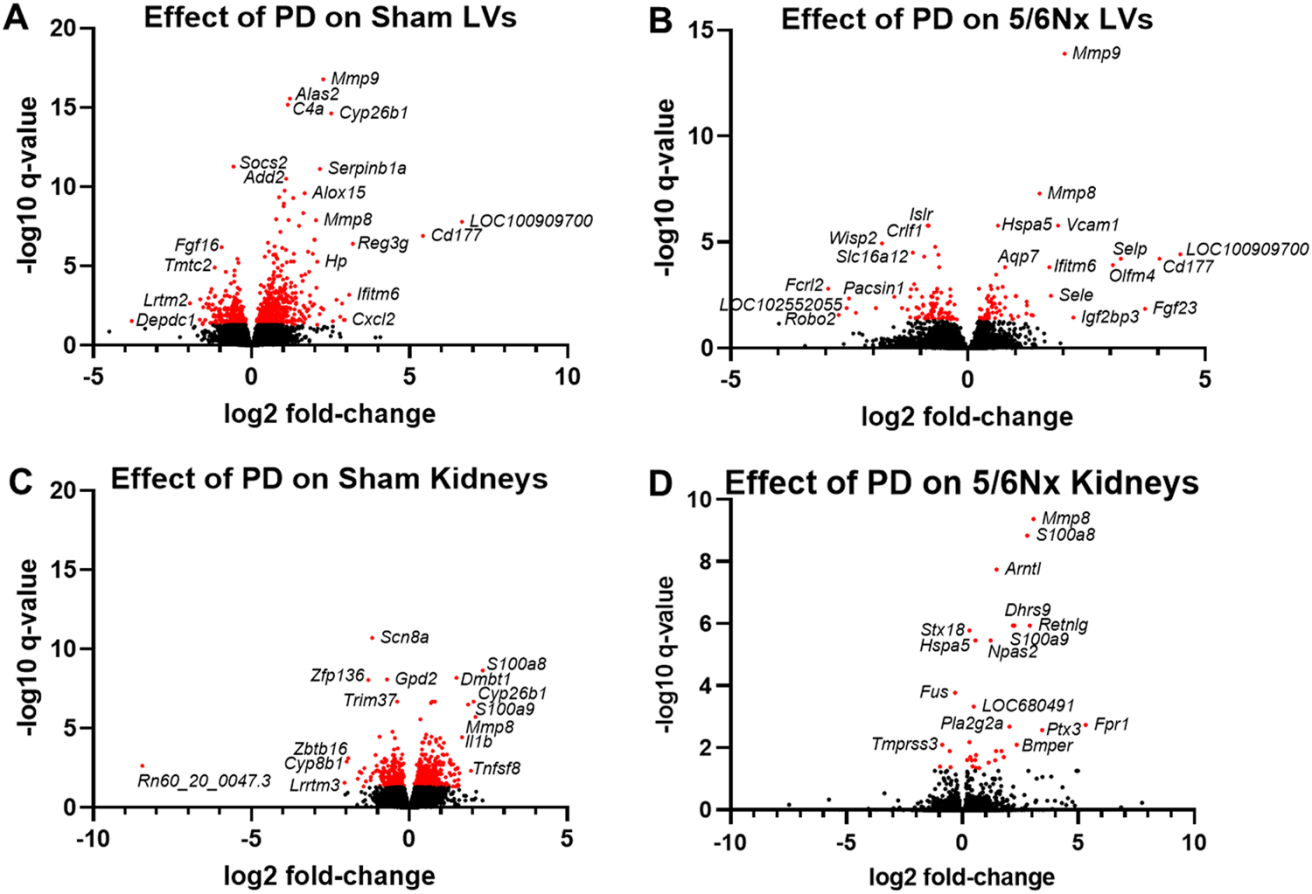
Alterations in transcript expression in rats receiving PD compared to those that did not in (**A**) Sham LV, (**B**) 5/6Nx LV, (**C**) Sham kidney and (**D**) 5/6Nx kidney tissues. In these comparisons − log10 *q*-value were plotted against log2 fold-change of PD relative to no PD comparison, indicating significance of difference and fold-change of difference, respectively. N = 6–7/ rats/group. Points representing DEGs (*q* < 0.05 PD vs. Control) are indicated in red.

The DEGs identified from each comparison were analyzed by IPA and Metascape pathway tools. IPA identified the predicted activation of numerous known relationships between upstream regulators, diseases, functions, and pathways identified during analysis based on the directionality of transcript expression changes. IPA results of canonical pathway enrichment was coded by positive (orange) or negative (blue) z-score (i.e., activation score). Metascape analysis identified numerous enrichment terms based upon the DEG input.

A graphical summary generated by IPA (A) is followed by a list of enriched functional terms generated by Metascape (B) for Sham LV (Supplemental Fig. 1), 5/6Nx LV (Supplemental Fig. 2), Sham Kidney (Supplemental Fig. 3), and 5/6Nx Kidney (Supplemental Fig. 4).

To identify those alterations that were preserved in both Sham and 5/6Nx rats and unique to each tissue, we plotted log2 fold-change of DEGs common to both 5/6Nx and Sham rats in either the LV (Fig. 6A) or kidney (Fig. 6B). This analysis identified a large upregulation of LV *Cd177* and *LOC100909700* transcripts by PD in either Sham or 5/6Nx rats.

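PD raised both transcripts in the LV from close to no reads. Cd177 (ENSRNOG00000022669), a surface glycoprotein of neutrophils, rose in Sham rats from 1.99 ± 3.48 to 86.4 ± 84.9 normalized reads (SD, n = 6 rats per group; log2 change 1.33, standard error 0.24, adjusted p = 0.0189 from limma). In 5/6Nx rats it rose from 3.81 ± 5.26 to 67.9 ± 51.5 normalized reads (n = 7 per group; log2 change 1.15, standard error 0.19, adjusted p = 0.0246). LOC100909700 (ENSRNOG00000048783) rose from 0.289 ± 0.708 to 53.3 ± 49.8 normalized reads in Sham rats (log2 change 1.17, standard error 0.17, adjusted p = 0.00596). It rose in 5/6Nx rats from 1.62 ± 2.81 to 42.8 ± 31.0 normalized reads (log2 change 1.00, standard error 0.15, adjusted p = 0.0179). Each LV library of a PD rat had reads of both genes, while 2 of 6 Sham Control and 3 of 7 5/6Nx Control libraries had any read of Cd177. The spread between PD rats was wide, from 18.6 to 247 normalized reads of Cd177 in Sham PD and from 22.8 to 179 in 5/6Nx PD. Of the 52 libraries of both tissues, 27 had reads of Cd177 and 22 of LOC100909700, and all 22 of the latter were among the former. The division of reads between these similar genes is uncertain. The call of Cd177 in 5/6Nx rats ended without Control replicate 1, 3, 6 or 7 (adjusted p = 0.0554, 0.0519, 0.0780 and 0.0774) or PD replicate 3 or 4 (0.0658 and 0.0745). That of LOC100909700 ended without Control replicate 3, 6 or 7 (0.0519, 0.0655 and 0.0502) or PD replicate 4 (0.0507). Cd177 in 5/6Nx rats also missed the threshold in limma-voom without weights, an alternative chosen after seeing the data (adjusted p = 0.0978, range over the alternatives 6.03e-05 to 0.0978). The paper plotted the log2 fold-changes of the DEGs common to both surgical groups, and from that plot identifies a large rise of both LV transcripts with PD whether the rats had Sham or 5/6Nx surgery. At the protein level it also reports more CD177 staining with PD in the LV of both groups. It places that staining in cardiomyocytes, mostly in nuclei in Sham PD and in cytoplasm in 5/6Nx PD rats.

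**Figure D1:**
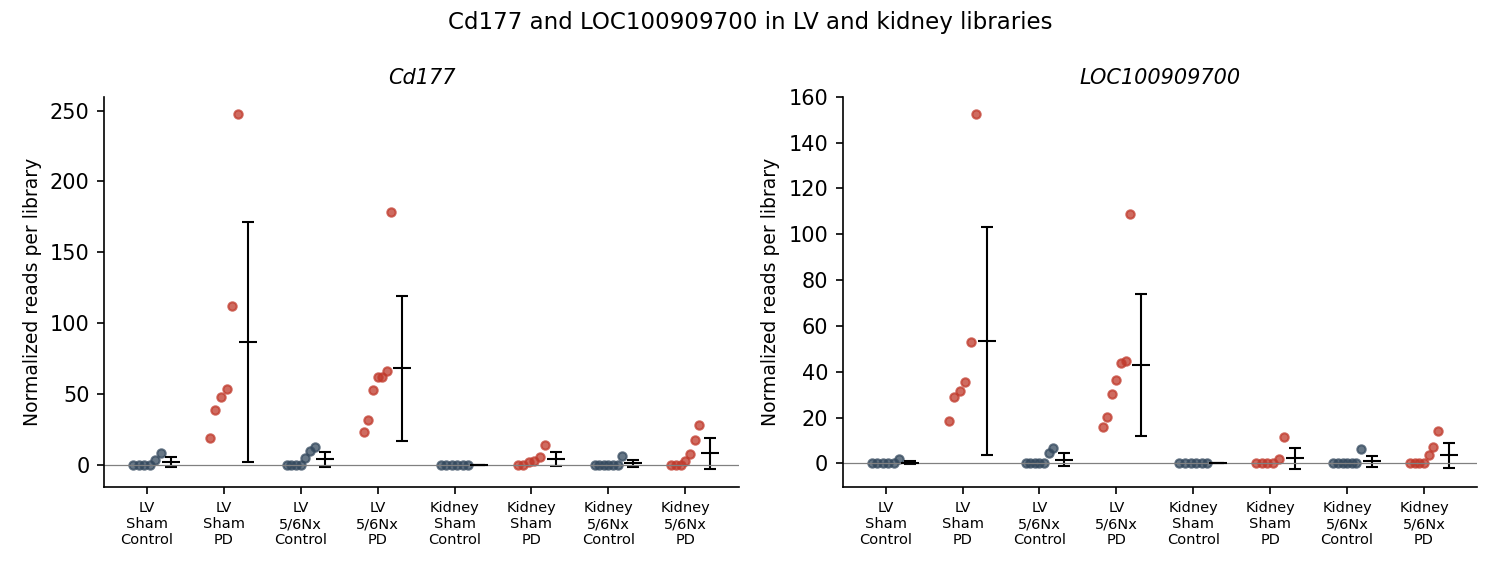
Normalized reads of Cd177 and LOC100909700 in each of the 52 libraries, by group (points, libraries; lines and bars, mean ± SD). For Cd177 the LV Sham PD libraries lie between 18.6 and 247 and the LV 5/6Nx PD libraries between 22.8 and 179, above the Control libraries of their surgical group.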

**Figure 6:**
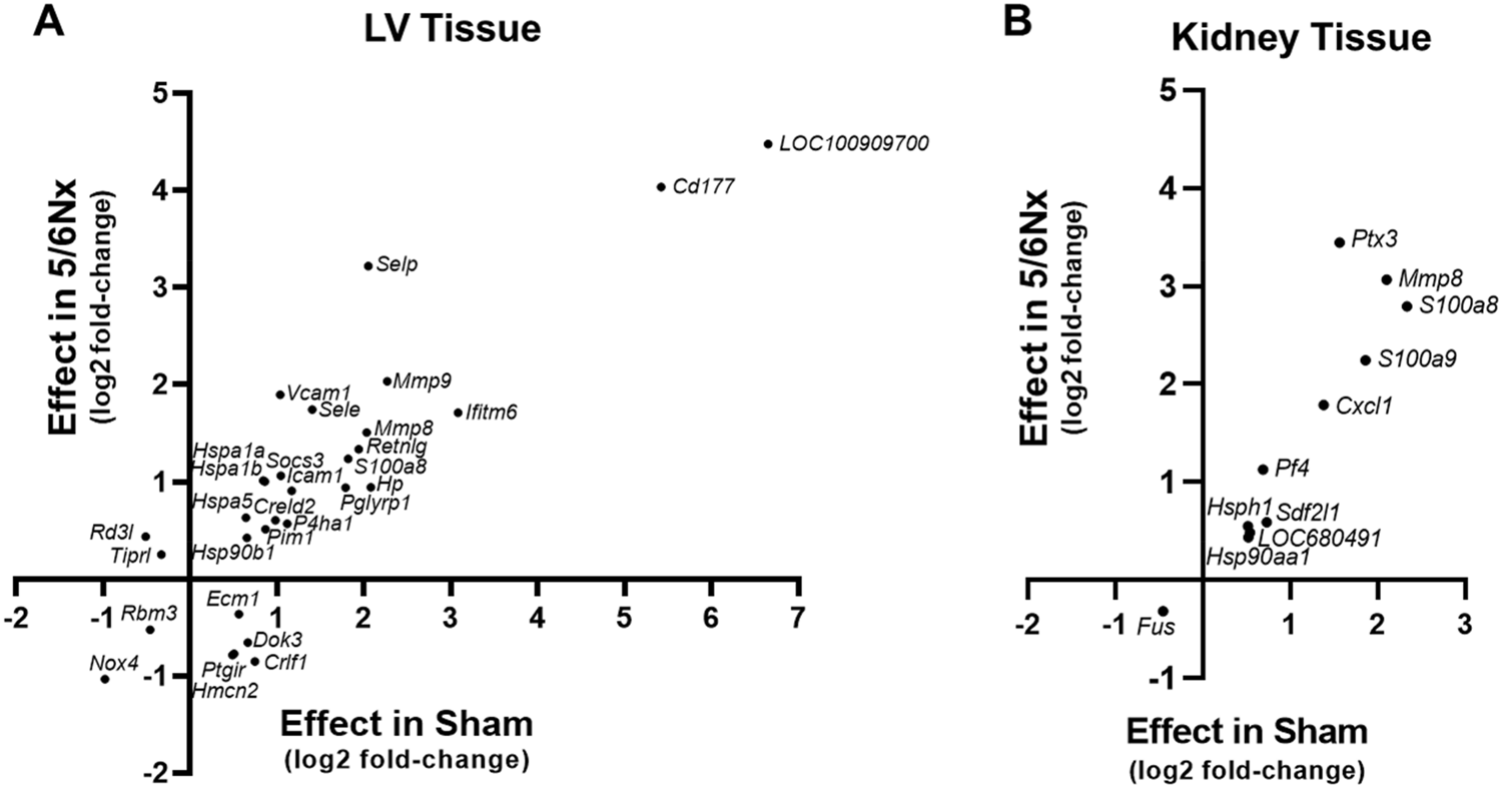
DEGs altered in both Sham and 5/6Nx rats in response to PD. (**A**) LV tissues shared more DEGs than (**B**) kidney tissues. N = 6–7/rats/group. Points representing log2 fold change in each tissue type.

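In the LV, 5 genes passed the threshold in both Sham and 5/6Nx rats, all of them higher with PD: Cd177, LOC100909700, Vcam1, Mmp9 and Mmp8. Mmp9, a gelatinase stored in neutrophil granules, rose from 73.4 ± 22.2 to 357 ± 112 normalized reads in Sham rats (log2 change 1.43, standard error 0.14, adjusted p = 6.49e-04). In 5/6Nx rats it rose from 129 ± 49.6 to 531 ± 137 normalized reads (log2 change 1.46, standard error 0.15, adjusted p = 8.39e-04). In the kidney, 1 gene, Mmp8, passed in both. Independent lists would share 0.175 genes in the LV (Fisher's exact test, p = 5.28e-07, 15451 genes tested in both) and 0.00290 in the kidney (p = 0.00290). That test takes genes as independent, though Cd177 and LOC100909700 are similar genes, so its p does not measure the spread between rats. In the kidney it rests on 1 gene. Of the 193 genes called in Sham LV and tested in 5/6Nx LV, 102 (52.8%) had the same direction there; of those with an unadjusted p under 0.05 there, 33 had the same and 10 the opposite direction. Of the 23 called in Sham kidney, 22 (95.7%) did (8 and 0 at an unadjusted p under 0.05). Whether the tissues differ in their number of shared genes was not tested. The LV number was 9 without LV Sham PD replicate 2, of which 6 were higher in both and 3 went in opposite directions. It was 2 without 5/6Nx Control replicate 3, 6 or 7 or 5/6Nx PD replicate 4, 3 without 5/6Nx Control replicate 1 or PD replicate 3, 7 without 5/6Nx PD replicate 6, and 4 without 5/6Nx Control replicate 4 or 5 or any 1 of the 11 other Sham libraries. Vcam1 was not shared without any 1 of these libraries except Sham PD replicate 2. It was not shared without the filter or with all 4 groups of the tissue in one fit either. The kidney number was 0 without any 1 of the 7 5/6Nx Control libraries or 5/6Nx PD replicate 2, 3, 4, 5 or 7, and 3 without PD replicate 6. With sample quality weights, limma-voom gave 8 shared genes in the LV, 2 of them in opposite directions, and 0 in the kidney.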

The IPA tool was also used to examine documented pathways that were enriched in differentially expressed genes. Figure 7 depicts the pathways that had the highest activation z-score in LV comparisons, meaning they had the highest predicted activation with PD, relative to no PD samples. In LV tissue from sham rats, the “Phagosome Formation” pathway (Fig. 7A) was predicted to be activated by PD (z-score of 4.082, p-value of 4.16E-09, and representing 54/691 genes). 

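The list used here is not the gene set of IPA, so its counts do not retest that pathway. Of 47 measured genes of phagocytosis receptors and signaling, listed after the paper's tables had been seen, 7 were higher and none was lower with PD in Sham LV in limma (20 higher when adjusted over the list alone). Among them were C5ar1, Fcgr2b, Msr1, Mrc1, Cd14 and Clec4e. Clec4e, a C-type lectin receptor for mycobacterial glycolipid and dead cells, rose from 119.7 ± 25.7 to 261 ± 62.7 normalized reads (adjusted p = 0.0143). Msr1, a scavenger receptor of macrophages, rose from 93.5 ± 18.7 to 198 ± 52.2 normalized reads (adjusted p = 0.0258). Fcgr2b, the inhibitory Fc receptor, rose 2.11-fold (adjusted p = 0.0291). The list as a whole was higher than other genes in camera with its preset correlation (adjusted p = 1.89e-11), but not when the correlation between its genes was estimated (adjusted p = 0.250 with an estimated correlation). The count was 1 without Control replicate 2, 4 or 6 or PD replicate 1 or 5, 2 without Control replicate 3, 4 without Control replicate 5 or PD replicate 3, 4 or 6, 12 without Control replicate 1 and 14 without PD replicate 2. The calls of Msr1 and Fcgr2b ended without Control replicate 2, 4 or 6 or PD replicate 1, 5 or 6 (adjusted p = 0.0551 to 0.0644) and without Control replicate 2, 3, 4 or 6 or PD replicate 1, 3, 5 or 6 (adjusted p = 0.0542 to 0.0695). Over the 26 LV libraries the mean of the list followed the first principal component (r = 0.745), as did endothelial (0.921), macrophage (0.705) and, inversely, cardiomyocyte genes (-0.937). On that component 5 Sham PD libraries lay at 21.2 to 44.1 and replicate 2 at -2.42, against -8.37 to 25.5 in Sham Control.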

In LV tissue from 5/6Nx rats, the “Unfolded Protein Response” pathway (Fig. 7B) was predicted to be activated by PD (z-score of 2.236, p-value of 5.49E-04, and representing 5/77 pathway genes).

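Here too the list is not the gene set of IPA and does not retest that pathway. Of 42 measured genes of the unfolded protein response and chaperones of the endoplasmic reticulum, 1 was higher and none was lower with PD in 5/6Nx LV (10 higher when adjusted over the list alone, by limma). Hspa5, which encodes the chaperone BiP, rose from 23601 ± 2972 to 36762 ± 4891 normalized reads (log2 change 0.63, standard error 0.11, adjusted p = 0.0299). The change in Hspa5 was 1.56-fold, with 7 of 7 PD libraries above all 7 Control libraries. As a set the list was higher in camera (adjusted p = 1.30e-06), a call that was lost when the correlation was estimated (adjusted p = 0.155 with an estimated correlation). The call of Hspa5, and with it the count of 1, ended without Control replicate 1, 3, 4, 6 or 7 or PD replicate 1, 2, 4 or 7 (adjusted p = 0.0541 to 0.0915).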

**Figure 7:**
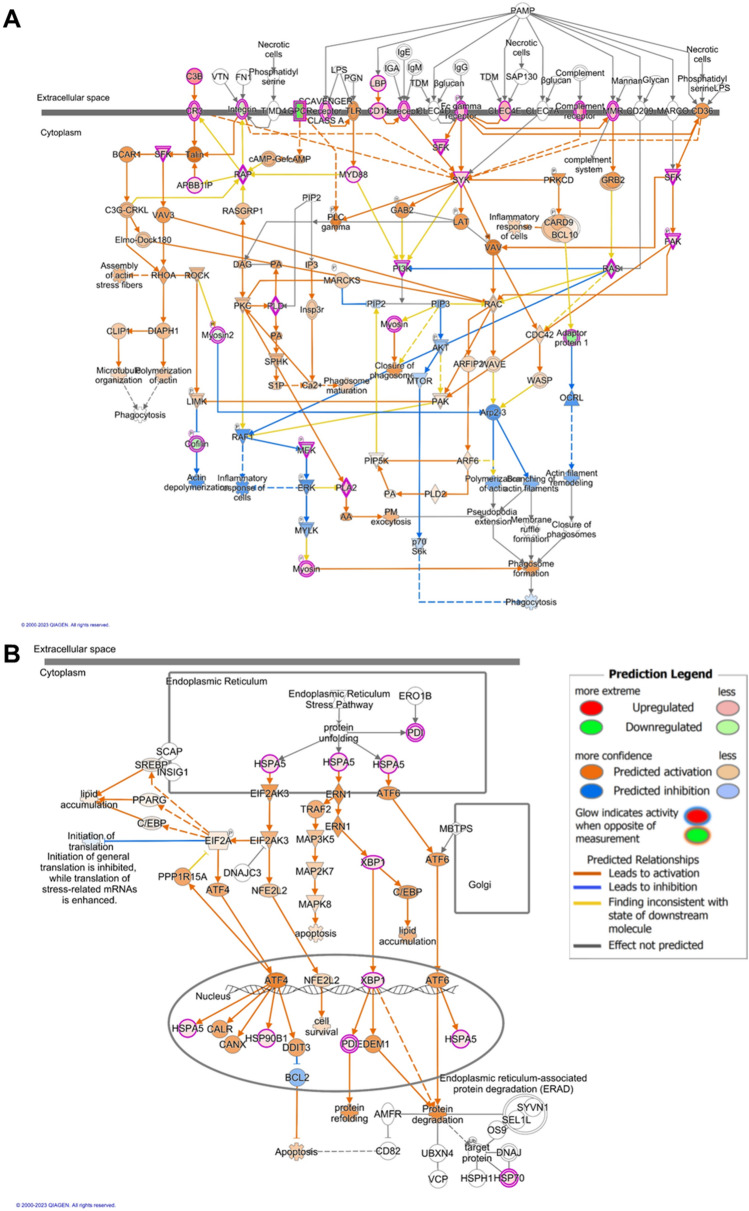
Pathways with highest predicted activation in LV tissue, as determined by Ingenuity Pathway Analysis (IPA; Qiagen). (**A**) “Phagosome Formation” had the highest activation z-score in PD vs. Ctrl. comparisons in Sham rats, while (**B**) “Unfolded Protein Response” had the highest activation z-score in PD vs. Ctrl. comparisons in 5/6Nx rat.

There was no indication of LV fibrosis in any of our experimental groups (Fig. 8A), nor apparent differences in regional distribution of extracellular matrix proteins (Fig. 8B). Immunohistochemistry of LV tissue revealed that CD177 antigen expression was augmented by PD regardless of Sham or 5/6Nx surgery (Fig. 8C). We observed that staining was weak and largely localized to cardiomyocyte nuclei in Control tissues; nuclear signal was higher in the Sham group (left images, Fig. 8C). The LV tissues from Sham rats receiving PD showed augmented CD177 signal, primarily in the nucleus. The LV tissues from 5/6Nx rats receiving PD also had augmented CD177 signal, but the nuclear signal was weaker than in the Sham PD group and distributed primarily through the cytoplasm of the cardiomyocytes.

**Figure 8:**
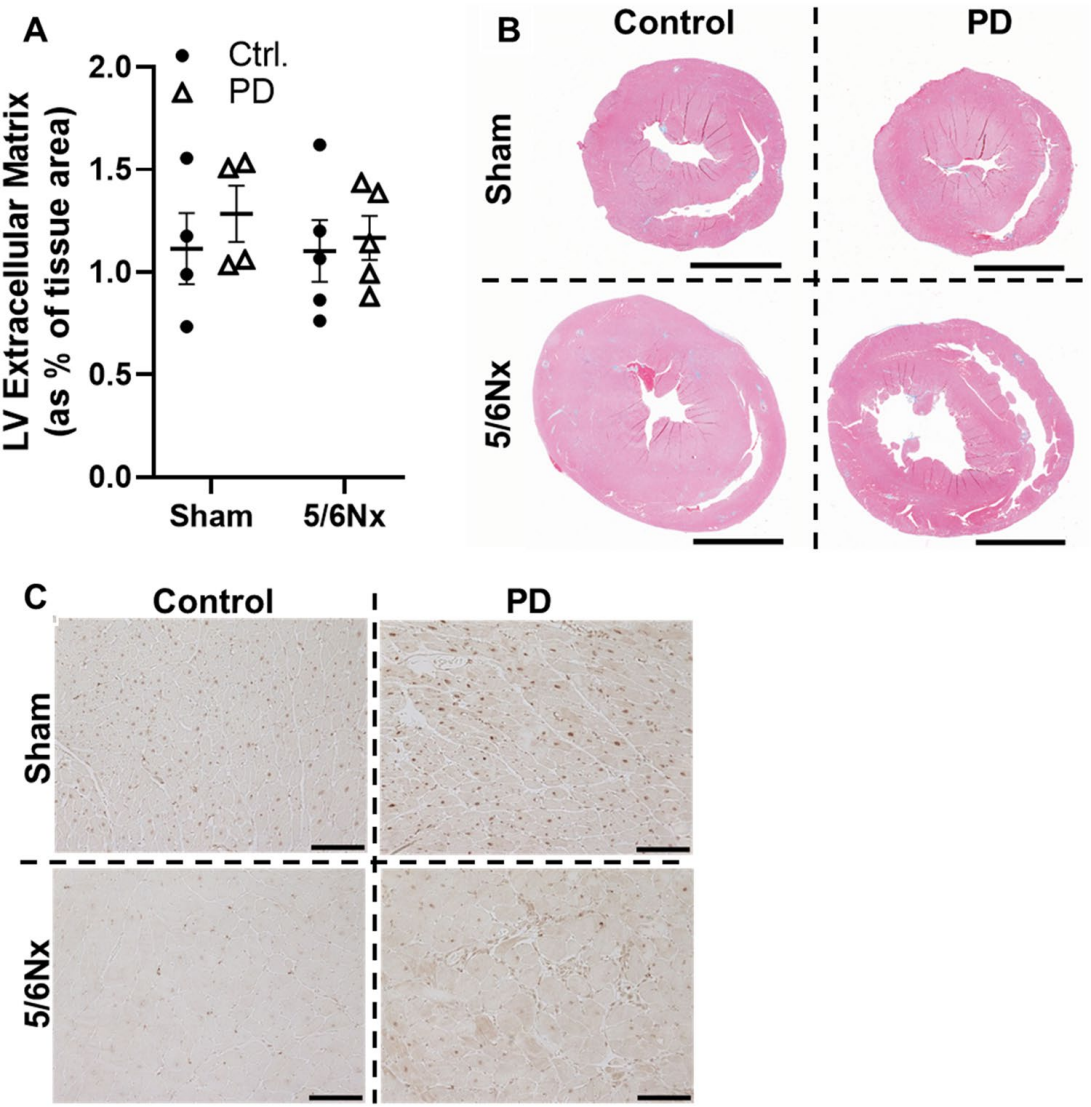
Alterations in Sham and 5/6Nx LV tissue in response to PD. (**A**) The percent of LV tissue exhibiting fibrosis with Masson’s trichrome staining was not altered by 5/6Nx and/or PD. (**B**) Representative scans of trichrome stained ventricle cross-sections. Cal. bar = 5 mm. (**C**) Immunohistochemistry for CD177 antigen detection in LV confirms transcriptomic profiling at the protein level. Staining was observed throughout the myocardium and was upregulated by PD in LV tissue from both Sham and 5/6Nx. Positive CD177 antigen signal was enriched within cardiomyocyte nuclei in Control animals. PD increases nuclear and cytoplasmic expression in LV tissue from Sham rats, while primarily increasing cytoplasmic staining in LV tissue from 5/6Nx rats. Cal. bar = 100 mm. N = 4–5/group. Lines represent mean ± SEM. ^‡^*P < 0.05 in indicated comparison. Two-way ANOVA with a Holm–Sidak post hoc test.

## Discussion

Currently only 11% of the dialysis population receives PD for renal replacement therapy^1^, however it has become more favorable with recent advancements^9,10^. Additional studies are needed to better understand the systemic and multi-organ effects of this dialysis modality. Chronic inflammation is common in patients receiving PD, even in those without peritonitis^46^. Over time this can lead to thickened PD membranes and reduced diffusion efficiency^47,48^. Inflammation has been highly associated with CV events^49^ and mortality^50^ in PD patients.

In this study we utilized the 5/6Nx model of renal insufficiency and CKD to explore the CV and renal effects of PD, hypothesizing that chronic PD would worsen CV parameters in 5/6Nx rats. Because inflammation is a common complication in PD patients^46^, we implanted a catheter in Control rats though they did not receive dialysate to account for surgery-related inflammation. The results of our study provide several novel and important advancements to the field of PD research. First, this is one of only a few reported studies^25,32^ where chronic PD with exchanges was performed in a rodent model. This approach can be adopted by other researchers to study PD complications and optimize therapies. Second, this is the first study assessing the effect of chronic PD with exchanges on CV function. Finally, this is the first reported study assessing the effect of chronic PD on renal and LV pathology and transcriptomes.

Analysis of indices of renal function suggests that, while PD provides some toxin clearance, it does not improve or prevent renal damage. As with an earlier study in this model by our group, 5/6Nx caused LV hypertrophy^38^. The sum of our LV analysis found no effect of 5/6Nx or PD on cardiac function, indicating that animals were able to compensate for PD-related changes in hemodynamic load. An attenuation of hypertrophic remodeling was observed, but it is not clear from this study if that will have an impact on functional outcomes in the longer term. We did observe that PD increased heart rate in 5/6Nx rats, without a change in stroke volume, ejection fraction or cardiac output. This may be an indication that PD animals are experiencing, and compensating for, CV stress.

Elevated blood lipids have been associated with increased CV risk in CKD patients^51^. In this study we found that PD increased serum triglycerides in 5/6Nx, but not Sham rats. This is an important finding because ESKD patients receiving PD often present with hyperlipidemia with increased triglycerides, and low HDL levels. In addition, VLDL, IDL, LDL and total cholesterol can be elevated, but more importantly the LDL particles are typically small, dense, and easily oxidized, making for a highly atherogenic lipid profile^15,16,52^. While current literature is aware of the unique lipid profile that develops in the PD population it is not known how PD may directly influence the changes. Current belief is that glucose absorption from the dialysate may result in lipoprotein synthesis^15,16^, however, our data suggest this may not be the primary mechanism as triglycerides are significantly increased in the 5/6Nx rat with a reduction in serum glucose. It is clear in this model that an interaction between renal insufficiency and PD result in large triglyceride increases. Studies exploring the impact and mechanism of the increased triglycerides utilizing this model could clarify their possible role in worsening CVD in this population and help to identify new therapeutic strategies. Current lipid treatment recommendations from KDIGO for PD patients suggest that statin treatments are not effective at reducing CV risk and while triglyceride targeting medications like fibrates can reduce risk the increase in plasma creatinine contraindicates them for use in this population^17^. Therefore it is imperative to better understand the mechanisms involved in the development of the unique lipid profile for the development of improved therapeutics.

We noted a reduction in food intake in animals receiving PD, though only Sham-operated PD rats tended to experience some weight loss. It had been previously shown in a rat model of peritoneal infusion of dialysate that large dialysate volumes (30 mL) and hyperosmolarity were not responsible for reduced ingestion behaviors, rather glucose absorption from dialysis may importantly contribute to reduced appetite^53^. Clinical studies have noted that patients receiving PD absorb glucose from the dialysate^54^, which may reduce appetite^55^ and complicate glucose management in diabetic patients^56,57^. With all of that considered, the reason for the reduced body weight in Sham PD rats in this study is unknown and serum glucose was not elevated following PD in our study.

The transcriptomic analysis completed in this study provided novel insight into organ-specific molecular changes that occur in response to PD. 

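Of the measured members of the neutrophil list, 14 of 25 were higher with PD in Sham LV, 5 of 26 in 5/6Nx LV, 4 of 19 in Sham kidney and 1 of 22 in 5/6Nx kidney, and none was lower (22, 15, 11 and 9 higher when adjusted over the list alone). The gene in 5/6Nx kidney was Mmp8, whose call ended without any 1 library except PD replicates 1 and 6 (adjusted p = 0.0719 to 0.168) and in limma-voom with and without sample quality weights (adjusted p = 0.124 and 0.141, range over the alternatives other than left-out libraries 3.77e-10 to 0.141), the fit without weights chosen after seeing the data. In 5/6Nx LV the count was 2 without Control replicate 3 or 6 or PD replicate 4 and 3 without Control replicate 7. The count in Sham LV ran from 7 without PD replicate 3 to 19 without PD replicate 2, and in Sham kidney from 2 without PD replicate 5 to 5 without PD replicate 3 or 4. In Sham LV, S100a8 rose from 1251 ± 695 to 4425 ± 1492 normalized reads (adjusted p = 0.0201) and its partner S100a9 2.99-fold (adjusted p = 0.0256). These calls ended without PD replicate 3 or 5 (adjusted p = 0.0507 to 0.0525) and without Control replicate 3 or PD replicate 1, 3 or 5 (adjusted p = 0.0511 to 0.0649). In Sham kidney S100a9 rose from 255 ± 113 to 921 ± 255 normalized reads (adjusted p = 0.0146; 0.0557 without PD replicate 5, and 0.0962 with all 4 kidney groups in one fit, range over the alternatives 3.17e-07 to 0.0962). Of the monocyte and macrophage genes, 8 of 23 were higher in Sham LV (1 without Control replicate 2, 4 or 6 or PD replicate 1 or 6, up to 15 without Control replicate 1). Over the LV libraries this list followed the first principal component (r = 0.705), as did endothelial (0.921) and, inversely, cardiomyocyte genes (-0.937). Lyve1, a hyaluronan receptor of resident macrophages and lymphatic endothelium, rose from 1535 ± 252 to 2646 ± 239 normalized reads (adjusted p = 0.00359). None of 23 in 5/6Nx LV, 21 in Sham kidney or 23 in 5/6Nx kidney passed (in the same order of comparisons 17, 0, 6 and 2 higher when adjusted over the list alone). In camera with its preset correlation the neutrophil list was higher in each comparison (adjusted p = 4.90e-21, 2.72e-16, 8.91e-09 and 1.13e-19). It was written after the paper's tables had been seen, and the study named most of its genes measured in Sham LV from these libraries. Its counts and p-values are therefore not independent support. The macrophage list was higher in Sham LV, Sham kidney and 5/6Nx kidney (adjusted p = 2.47e-13, 3.73e-09 and 2.61e-11) and lower in 5/6Nx LV (adjusted p = 4.00e-08). None of these calls held when the correlation was estimated (neutrophil list, adjusted p = 0.193, 0.108, 0.274 and 0.0751 with an estimated correlation; macrophage list, adjusted p = 0.250, 0.328, 0.216 and 0.331), nor did the call of any of the other lists in any comparison. That test passed no list between 5/6Nx and Sham Control kidneys either, where 8568 of 16419 genes differed. Such a miss is therefore not evidence of no change.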

Pathway analysis predicted activation of inflammatory and immune pathways by PD regardless of tissue type or renal status. One of the most notable aspects of this study was the substantial impact of PD on LV transcript expression in Sham rats despite the lack of measurable changes in CV or renal parameters.

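In Sham LV, 9 of 17 measured erythroid genes were higher with PD and none was lower (13 higher and 1 lower when adjusted over the list alone). Alas2 was among those that rose. The globin genes of the list share reads with near-identical copies and are uncertain. Of 13 platelet and megakaryocyte genes, 1 was higher, F13a1, which macrophages also express (12 higher when adjusted over the list alone; 9 in limma-voom with sample quality weights, 9 without PD replicate 2, 4 without Control replicate 1, and 2 without Control replicate 3 or with all 4 LV groups in one fit). Of 38 cell cycle genes, 5 were lower and none was higher (23 lower and 1 higher when adjusted over the list alone). Cenpf, a kinetochore protein, fell from 174 ± 53.1 to 71.1 ± 27.3 normalized reads (adjusted p = 0.0295). Bub1b, a spindle checkpoint kinase, fell from 59.4 ± 17.3 to 20.4 ± 11.0 normalized reads (adjusted p = 0.0372). None of 21 T and NK cell genes and none of 14 B and plasma cell genes passed in limma (0 and 1 higher when adjusted over the list alone). In camera the erythroid list (adjusted p = 4.36e-14; adjusted p = 0.193 with an estimated correlation) and the platelet list (5.57e-09; 0.250 with an estimated correlation) were higher. The cell cycle list was lower (adjusted p = 8.16e-13; 0.250 with an estimated correlation). With all 4 LV groups in one fit, Cenpf and Bub1b missed the threshold (adjusted p = 0.283 and 0.219, ranges over the alternatives 4.41e-04 to 0.283 and 0.00388 to 0.219), Bub1b also on log2 of normalized reads plus 1, chosen after seeing the data (0.0557). The fit of 4 groups called 1 erythroid gene and 0 cell cycle genes. Without 1 library the counts ran from 6 (without Control replicate 4 or 6 or PD replicate 1 or 5) to 13 (without PD replicate 2) for erythroid and from 0 (without Control replicate 2 or 6 or PD replicate 3, 4 or 5) to 16 (without PD replicate 2) for cell cycle genes. The calls of Cenpf and Bub1b ended without Control replicate 2 or 6 or PD replicate 3, 4 or 5 (adjusted p = 0.0527 to 0.0695) and without any 1 library except Control replicate 5 and PD replicates 1 and 2 (adjusted p = 0.0509 to 0.0895).

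**Figure D2:**
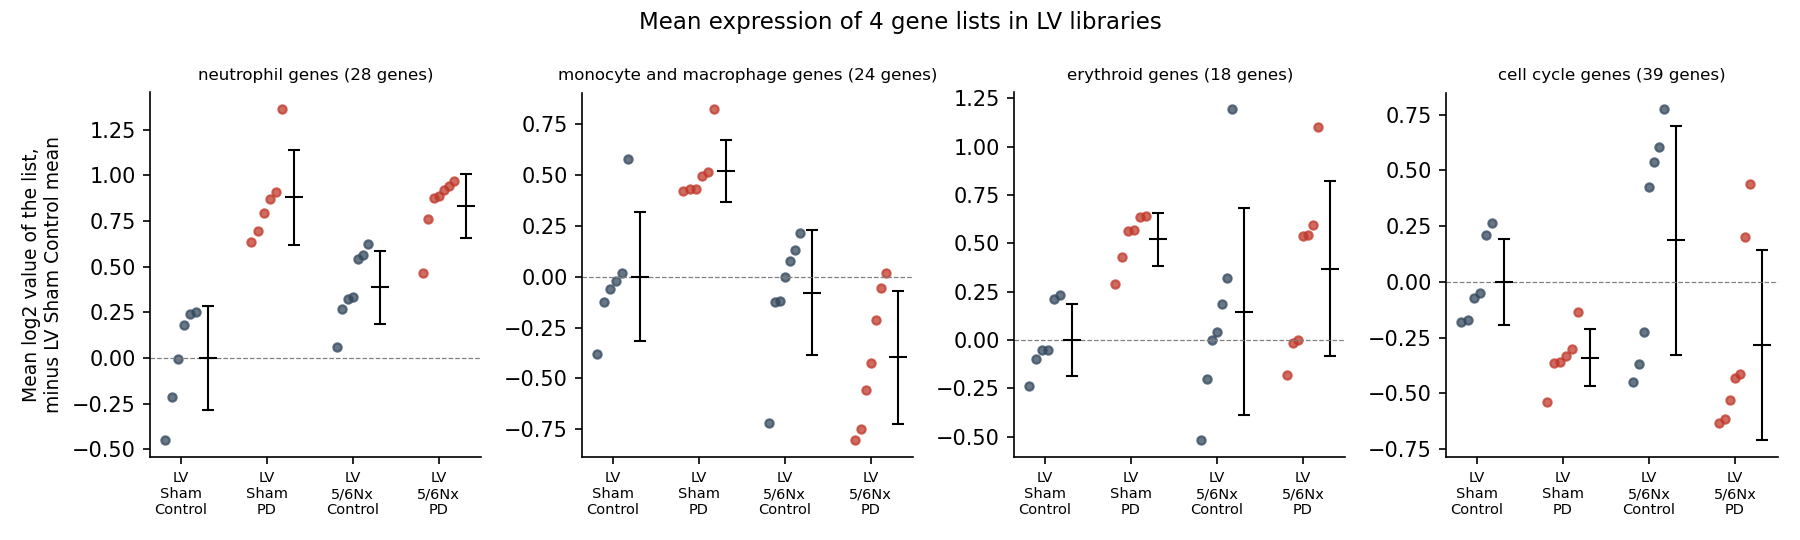
Mean log2 value of 4 gene lists in each LV library, minus the mean of LV Sham Control (points, libraries; lines and bars, mean ± SD; n = 6 per Sham and 7 per 5/6Nx group). The neutrophil list stands at 0.88 ± 0.26 in Sham PD, 0.39 ± 0.20 in 5/6Nx Control and 0.83 ± 0.17 in 5/6Nx PD, and the monocyte and macrophage list at 0.52 ± 0.15, -0.08 ± 0.31 and -0.40 ± 0.32.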

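In the LV, the change with PD differed between 5/6Nx and Sham rats for 113 of 16312 genes (interaction term in limma; 54 with a higher change in 5/6Nx and 59 with a lower one). The change of Tnxb, a matrix protein of the tenascin family, in 5/6Nx minus that in Sham rats was -1.09 on the log2 scale (standard error 0.19, adjusted p = 0.0211). Fgf16 (1.09, adjusted p = 0.0211) and Nae1, a subunit of the NEDD8-activating enzyme (0.67, adjusted p = 0.0187), had a higher one. Of the gene lists, 7 of 24 monocyte and macrophage genes (19 when adjusted over the list alone), 9 of 52 extracellular matrix genes (22 adjusted over the list alone) and 3 of 47 phagocytosis genes (25 adjusted over the list alone) had a lower change in 5/6Nx than in Sham rats. Without 1 library these counts ran from 0 to 12, 0 to 16 and 0 to 18, each 0 without Sham Control replicate 4, and without the filter they were 3, 6 and 0. The medians of this difference for markers of other cell types also lay below 0: -0.22 for endothelial, -0.46 for fibroblast, -0.43 for smooth muscle and -0.17 for T and NK cell genes (log2 scale), against -1.05 for macrophage genes. The macrophage, matrix and phagocytosis lists were lower in camera (adjusted p = 1.40e-14, 1.56e-13 and 1.21e-13), and none with an estimated correlation (adjusted p = 0.270, 0.270 and 0.270 with an estimated correlation). For the shared genes Mmp9 (0.03, adjusted p = 0.951) and Cd177 (-0.18, adjusted p = 0.797) no difference between the surgical groups was detectable. In the kidney 0 of 17096 genes passed the interaction test in limma, with 765 at an unadjusted p under 0.05, and limma-voom with and without sample quality weights also called 0. The LV count was 695 without LV 5/6Nx Control replicate 1, 640 without Sham PD replicate 2, 247 without 5/6Nx PD replicate 7, and 170 to 188 without Sham Control replicate 1 or 5 or Sham PD replicate 6. It was 2 without Sham Control replicate 4, 24 to 36 without Sham Control replicate 2 or Sham PD replicate 1, 3, 4 or 5, and it was 48 to 67 without Sham Control replicate 6, 5/6Nx Control replicate 3, 5 or 6, or 5/6Nx PD replicate 1, 2, 4 or 6. With sample quality weights, limma-voom called 1019 genes.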

Our data suggests that chronic delivery of dialysate induced numerous changes in gene expression unique to sham or 5/6Nx groups, but also common to both surgical groups. The PD-induced transcriptomic changes specific to either the LV or kidney tissues, but common to Sham and 5/6Nx rats were analyzed in greater detail. When we compared either LV or kidney DEGs resulting from PD in Sham-operated rats against 5/6Nx rats we found a subset of transcripts that were clearly impacted by PD. In LV tissues, regardless of surgery, PD increased several heat shock protein, selectins, and matrix metalloproteinase transcripts, among others, and decreased *Rbm3* and *Nox4* transcripts. 

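Matrix metalloproteinases were represented by Mmp8 and Mmp9 in both surgical groups, 2 of 15 measured genes of metalloproteinases and their inhibitors in Sham LV and 2 of 14 in 5/6Nx LV (5 and 2 higher, 2 and 2 lower when adjusted over the list alone). Mmp8 rose from 407 ± 205 to 1677 ± 424 normalized reads in Sham rats (log2 change 1.87, standard error 0.25, adjusted p = 0.00370). Mmp8 also rose in 5/6Nx rats, from 653 ± 234 to 1866 ± 357 normalized reads (log2 change 1.41, standard error 0.19, adjusted p = 0.0101). Of 39 heat shock proteins and cytosolic chaperones, 3 were higher in Sham LV, Hspb1, Hspa1a and Hspa1b (4 higher and 1 lower when adjusted over the list alone). Hspa1a, an inducible HSP70, rose 1.82-fold (adjusted p = 0.0339), but its reads cannot be told from those of its near-identical copy Hspa1b with certainty. The number in Sham LV was 0 without Sham Control replicate 2, 3, 5 or 6 or Sham PD replicate 1, 5 or 6, and 1 without Control replicate 4 or PD replicate 3 or 4. It was 2 without Control replicate 1, and 4 higher and 4 lower without PD replicate 2. Without the filter and with all 4 LV groups in one fit 1 passed, and in limma-voom with sample quality weights 4 were higher and 3 lower. In 5/6Nx LV, 0 of 39 passed in limma (5 higher when adjusted over the list alone). The chaperone gene Hspa5, counted with the unfolded protein response and not in this list, passed there (adjusted p = 0.0299), a call that ended without any 1 of several libraries. Rbm3, a cold-inducible RNA-binding protein, had 4417 ± 867 normalized reads in Sham Control and 3231 ± 547 in Sham PD (log2 change -0.43, adjusted p = 0.123). It had 4055 ± 862 in 5/6Nx Control and 2828 ± 487 in 5/6Nx PD (log2 change -0.49, adjusted p = 0.210). Nox4, an NADPH oxidase, had 352 ± 114 and 179.8 ± 42.2 in Sham rats (log2 change -0.67, adjusted p = 0.0554). Nox4 in 5/6Nx rats had 269 ± 124 and 132 ± 36.8 (log2 change -0.63, adjusted p = 0.267). In camera the metalloproteinase list was higher in Sham LV (adjusted p = 0.00714; adjusted p = 0.383 with an estimated correlation) and did not pass in 5/6Nx LV (adjusted p = 0.696; 0.875 with an estimated correlation). The heat shock list did not pass in Sham LV (adjusted p = 0.887, or 0.949 with an estimated correlation) and was higher in 5/6Nx LV (adjusted p = 1.30e-06, or 0.331 with an estimated correlation). On the first principal component of the LV libraries the metalloproteinase list (r = 0.769) went with endothelial genes (0.921). The heat shock list (-0.821) went with cardiomyocyte genes (-0.937). Nox4 in Sham rats passed in limma-voom with sample quality weights (adjusted p = 0.0174, range over the alternatives 0.00212 to 0.0911) and without LV Sham PD replicate 2 (adjusted p = 0.0235). Hspa1a did not pass with all 4 LV groups in one fit (adjusted p = 0.0786, range 8.98e-04 to 0.0786).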

The transcripts that were most highly upregulated by PD in the LV in both surgical groups were *Cd177* and *LOC100909700* (also provisionally renamed *Cd177* in the Rat Genome Database^58^). This was not observed in kidney tissues. 

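Reads of Cd177 were few in the kidney. Sham Control kidneys had none in 6 of 6 libraries, and Sham PD kidneys had 3.81 ± 5.17 normalized reads (SD, n = 6), with reads in 4 of 6 libraries (two-sided exact permutation test, p = 0.0606). In 5/6Nx kidneys, Control libraries had 0.878 ± 2.32 and PD libraries 7.96 ± 11.0 (SD, n = 7 each; exact permutation test, p = 0.119). LOC100909700 had reads in 2 of 6 Sham PD and 3 of 7 5/6Nx PD kidneys (exact permutation test, p = 0.455 and 0.315). Neither gene reached the minimum of reads for limma within the kidney, so a change there was not detectable at this depth. Whether the change with PD differs between the tissues was tested directly, with no pairing of the LV and kidney of a rat. In Sham rats 15 of 17271 genes passed this test in limma, 6 with a higher change in the kidney and 9 with a lower one. Among them Mmp9 (-1.65 on the log2 scale, adjusted p = 0.0219) and Serpinb1a (-1.77, adjusted p = 0.00452) had a lower change in the kidney than in the LV. For Cd177 (-1.06, adjusted p = 0.122) and LOC100909700 (-1.03, adjusted p = 0.0532) the difference did not pass. In 5/6Nx rats 0 of 17418 genes passed in limma (808 at an unadjusted p under 0.05), against 1 in limma-voom with sample quality weights. LOC100909700 passed in Sham rats with array quality weights (-0.91, adjusted p = 0.0411) and on log2 of normalized reads plus 1 (-4.31, adjusted p = 0.0346), both chosen after seeing the data (range over the alternatives 0.0346 to 0.175). In Sham rats limma-voom with sample quality weights called 68 genes.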

The CD177 antigen has been reported as a specific marker of neutrophil activation in studies focused on leukocyte markers^59,60^; however, we observed expression throughout the LV myocardium. CD177 antigen has been shown to be expressed and functionally important in other cell types^61,62^. Immunohistochemistry images shared in the Human Protein Atlas^63^ reveals faint nuclear staining in cardiac tissues, similar to that of our Control rat LV tissues. While its function is not well understood^64^, particularly in non-neutrophil cell types, CD177 has been reported to regulate cell mammary epithelial proliferation^61^ and is known to bind several proteins, notably platelet endothelial cell adhesion molecule 1 (PECAM-1, also known as CD31)^65^.

Neutrophils also play an important role in the development of atherosclerosis^66^. Neutrophil rolling is mediated by endothelial selectins (*Sele* and *Selp*) and integrins^67^, which were also upregulated by PD. 

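Sele, endothelial E-selectin, had 455 ± 80.2 normalized reads in LV of Sham Control and 1216 ± 791 in Sham PD rats (log2 change 1.03, adjusted p = 0.111). In 5/6Nx rats it had 466 ± 79.4 and 1570.4 ± 1426 (log2 change 1.20, adjusted p = 0.282). Selp, P-selectin, had 117 ± 23.2 and 490.3 ± 442 in Sham rats (log2 change 1.19, adjusted p = 0.0853). In 5/6Nx Control and PD rats it had 97.8 ± 33.9 and 917 ± 1159 (log2 change 1.86, adjusted p = 0.135). None of these 4 differences passed in limma, and the spread between PD rats was wide. Of 15 selectins and endothelial adhesion molecules, 2 passed in Sham LV, Vcam1 and Icam1, all higher (5 higher when adjusted over the list alone). Without PD replicate 2 the count was 5, without PD replicate 6 it stayed 2, and without any other Sham library it was 1, as it was without the filter and with all 4 LV groups in one fit. The mean of this list followed the first principal component of the LV libraries (r = 0.702), as did endothelial (0.921) and, inversely, cardiomyocyte genes (-0.937). Icam1, which leukocyte integrins bind, rose from 1288 ± 231 to 2924 ± 720.3 normalized reads (adjusted p = 0.00400). Of 25 integrin subunits 1 was higher in Sham LV (6 higher and 1 lower when adjusted over the list alone). It was Itgad, an alpha subunit of leukocytes, which rose from 290.2 ± 63.0 to 489 ± 76.4 normalized reads (adjusted p = 0.0308). In 5/6Nx LV, 0 of 24 passed in limma (0 when adjusted over the list alone). Camera gave an adjusted p = 2.18e-04 for the adhesion list and 0.0490 for integrins in Sham LV (adjusted p = 0.311 and 0.311 with an estimated correlation). The call of Itgad ended without Sham Control replicate 2, 3, 4 or 6 or Sham PD replicate 1, 4 or 5 (adjusted p = 0.0583 to 0.0719). Without LV Sham PD replicate 2, Sele and Selp passed in Sham rats (adjusted p = 0.0166 and 0.0132). Without LV 5/6Nx PD replicate 7 Selp passed in 5/6Nx rats (adjusted p = 0.0447). With all 4 LV groups in one fit Selp also passed there (adjusted p = 0.0344, range over the alternatives 6.03e-05 to 0.206) and Itgad did not in Sham rats (adjusted p = 0.0862, range 5.14e-04 to 0.0862).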

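The atherosclerosis list is not the gene set of IPA either and does not retest the paper's pathway. Of 45 measured atherosclerosis-associated genes, 2 were higher and none was lower with PD in 5/6Nx LV, Vcam1 and Mmp9 (6 higher when adjusted over the list alone). Vcam1, the vascular cell adhesion molecule that binds leukocytes to endothelium, rose from 1183 ± 269.9 to 4432 ± 2854 normalized reads in 5/6Nx LV (log2 change 1.65, standard error 0.28, adjusted p = 0.0374) and 2.07-fold in Sham LV (adjusted p = 0.0391). In 5/6Nx kidney none of 47 passed in limma (1 higher when adjusted over the list alone). In camera the list was not higher in 5/6Nx LV (adjusted p = 0.345; adjusted p = 0.717 with an estimated correlation) and was higher in 5/6Nx kidney (adjusted p = 5.62e-12), though not with an estimated correlation (adjusted p = 0.216). The call of Vcam1 in 5/6Nx LV ended without Control replicate 1, 3, 4, 5, 6 or 7 or PD replicate 3, 4 or 6 (adjusted p = 0.0703 to 0.0981). The count of 2 was then 1, and it was 3 without PD replicate 7 and with all 4 LV groups in one fit. The Vcam1 call in Sham LV ended without any 1 of the 12 Sham libraries other than PD replicate 2 (adjusted p = 0.0544 to 0.0891; 0.00347 without that one). With all 4 LV groups in one fit the Sham call ended too (adjusted p = 0.110). Without the filter, Vcam1 missed the threshold in both 5/6Nx and Sham LV (adjusted p = 0.0523 and 0.0532, ranges over the alternatives other than left-out libraries 1.65e-06 to 0.0728 and 3.30e-04 to 0.110). With library totals, chosen after seeing the data, it missed the threshold in both as well (0.0728 and 0.0503).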

Pathway analysis (IPA) identified “Atherosclerosis Signaling” pathway as the most highly enriched in DEGs in 5/6Nx rats.

It is also possible that these changes highlight neutrophil dysfunction, which have been observed in individuals receiving chronic dialysis^68^. Uremic toxins^69^ and dialysate^70^ can both impair neutrophil function. 

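Fgf23, fibroblast growth factor 23, had 16.2 ± 14.1 normalized reads in LV of 5/6Nx Control and 218 ± 281 in 5/6Nx PD rats (SD, n = 7 each; log2 change 1.42, standard error 0.38, adjusted p = 0.217 from limma), with 7 of 7 PD libraries above all 7 Control libraries. In Sham rats it had 29.0 ± 8.17 in Control and 65.5 ± 38.3 in PD (n = 6 each; log2 change 0.32, adjusted p = 0.476). The SD among 5/6Nx PD rats exceeded their mean, and the change did not pass the threshold in either surgical group. The difference between the surgical groups in the change with PD was 1.10 on the log2 scale (standard error 0.50, adjusted p = 0.238), so a difference was not detectable. Without LV Sham PD replicate 2, which had no reads of Fgf23, the change in Sham rats passed (adjusted p = 0.0155).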

We also observed that fibroblast growth factor 23 (*Fgf23*) transcript was significantly increased by PD in LV tissue from 5/6Nx, but not Sham rats. FGF23 helps to maintain phosphate homeostasis during CKD^71^ and induce pressure-independent cardiac hypertrophy^72^. Elevated FGF23 has also been associated with infections and mortality in hemodialysis patients^73–75^, possibly through binding to surface receptor FGFR2^76^. Further studies will be needed to understand the impact of these changes in gene expression on CV pathology and neutrophil function in CKD in the presence and absence of PD in this model. These data provide an array of pathways to explore in the future consideration of therapeutic targets when considering inflammation, immune infiltration, and atherosclerosis as risk factors for CVD and mortality in the PD population.

IPA analysis was used to identify pathways with a high activation z-score in PD versus no-PD comparisons, “Phagosome Formation” and “Unfolded Protein Response” pathways were predicted to be activated in LV tissue from Sham and 5/6Nx rats, respectively. A recent study of skeletal muscle phenotypes in patients receiving chronic dialysis noted the presence of autophagosomes^77^. This may suggest that activation of phagosome formation would be detrimental to cardiac muscle, though autophagy has been primarily reported protective against peritoneal fibrosis^78–81^, a common complication of chronic PD therapy. A role for activated “Unfolded Protein Response” in response to cardiovascular stress is well-established and has been reviewed extensively^82,83^. In this study it is notable that chronic PD is augmenting this response in the 5/6Nx rats, which already exhibit substantial cardiac pathology. These are just two examples of disease-related mechanisms that have been identified through transcript profiling from data generated in this study.

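In Sham LV, 3 of 42 measured genes of the unfolded protein response list were higher with PD, Sdf2l1, Pdia4 and Creld2 (13 higher when adjusted over the list alone; camera adjusted p = 7.28e-07; adjusted p = 0.250 with an estimated correlation). Pdia4, a disulfide isomerase of the endoplasmic reticulum, rose from 3378 ± 312 to 5958 ± 1372 normalized reads (adjusted p = 0.0115). For the change in 5/6Nx minus that in Sham rats, 0 of 42 genes passed in limma (0 higher and 0 lower when adjusted over the list alone), and camera gave an adjusted p = 0.222 (adjusted p = 0.691 with an estimated correlation). Before PD is considered, Hspa5 had 26034 ± 3220.4 normalized reads in Sham Control and 23601 ± 2972 in 5/6Nx Control (log2 difference -0.14, adjusted p = 0.486). The calls of Sdf2l1 and Creld2 in Sham LV ended without any 1 library except Control replicate 1 and PD replicate 2 (adjusted p = 0.0582 to 0.0942 and 0.0521 to 0.0936), and that of Pdia4 stayed. The count was then 1, but 4 without Control replicate 1 and 9 higher and 1 lower without PD replicate 2, and 1 without the filter.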

The 5/6Nx model differs substantially from ESKD that may develop over years. Despite this limitation, 5/6Nx provides the flexibility to initiate PD during progression renal pathology (6 weeks post-surgery) rather than abruptly initiating PD following total nephrectomy which could introduce substantial acute hemodynamic stress. Given the robust changes in gene expression observed with PD, extension of the dialysis period beyond week 7 of the study may reveal alterations in CV function or pathology attributable to PD. The 8-day window of PD was selected because it followed the development of renal insufficiency and spanned a period of pathological LV changes^38^. In our study PD reduced heart weight/body weight and increased heart rate in the 5/6Nx group, but did not alter other measures including LV wall thickness, chamber diameter, pressure, or ejections. Our results suggest that an extended duration of chronic PD may be needed to observe a functional impact of chronic PD-related inflammation on LV remodeling and function.

The development and optimization of this model was completed in adult male rats; thus, this study cannot provide insight on the effect of HD in adult female rats. It will be important to understand any sexual dimorphism in pathophysiological response to PD, since female sex hormones have been reported to be cardio- and reno-protective^84–86^ and augment immune response^87–89^. Optimization studies in female rats will be needed to appropriately modify instrumentation and dwell volumes for smaller animals, and to prevent catheter blockage that may result from peri-ovarian adipose.

In summary, these studies highlight the importance of a continued exploration into the effects of dialysis and identifying therapeutic targets to improve CV outcomes in the ESKD population. We find that chronic PD increases serum triglycerides in the 5/6Nx rat altering the lipid profile similar to that seen in the clinical population. Additionally, PD alters transcript expression in the LV and kidney, even in the absence of renal insufficiency. Furthermore, PD leads to gene changes suggesting an enhanced inflammatory response, activated immune infiltration, and atherosclerotic signaling, all of which are linked to increased CV-mortality risk. 

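In the kidney of Sham rats, which kept their renal mass, the following genes were among those changed by PD. Xdh, xanthine dehydrogenase of purine breakdown, rose from 2365 ± 235 to 3809 ± 539 normalized reads (log2 change 0.66, standard error 0.09, adjusted p = 0.0146 from limma). Sdf2l1, a chaperone cofactor of the endoplasmic reticulum, rose from 630.2 ± 55.8 to 1040.4 ± 165 normalized reads (adjusted p = 0.0186). These calls ended without PD replicate 5 (adjusted p = 0.0557) for Xdh and without Control replicate 1, 3, 5 or 6 or PD replicate 5 (adjusted p = 0.0507 to 0.0708) for Sdf2l1. Zfp136, a zinc finger protein, fell from 247 ± 57.4 to 99.1 ± 16.8 normalized reads (adjusted p = 0.00967). None of 90 cytosolic ribosomal protein genes passed over all genes tested, while 68 were higher and 1 lower when adjusted over the list alone. None of 26 kidney injury genes passed (5 higher when adjusted over the list alone). In camera both lists were higher (adjusted p = 4.03e-26 and 8.22e-07), and neither with an estimated correlation (adjusted p = 0.328 and 0.274).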

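Of the measured cytokine and acute phase genes, 10 of 51 were higher with PD in Sham LV and 1 of 48, Cebpd, in Sham kidney (21 and 10 higher when adjusted over the list alone). None of 49 in 5/6Nx LV and none of 53 in 5/6Nx kidney passed in limma (3 and 0 higher when adjusted over the list alone). Hp, haptoglobin, an acute phase protein that neutrophils also store, rose in Sham LV from 242 ± 137 to 1024 ± 543 normalized reads (adjusted p = 0.0203). Of 44 atherosclerosis-associated genes, 9 were higher in Sham LV (18 higher and 2 lower when adjusted over the list alone), among them Msr1, Icam1, Vcam1 and Alox15. Of 42 measured in Sham kidney, 1 was higher (8 higher and 1 lower when adjusted over the list alone). In camera the cytokine list was higher in Sham LV, Sham kidney and 5/6Nx kidney (adjusted p = 1.90e-11, 2.39e-10 and 2.81e-13; adjusted p = 0.193, 0.274 and 0.0751 with an estimated correlation) and not in 5/6Nx LV (adjusted p = 0.191; 0.661 with an estimated correlation). The atherosclerosis list was higher in Sham LV and Sham kidney (adjusted p = 1.30e-07 and 6.03e-05, or 0.250 and 0.328 with an estimated correlation). Both lists followed the first principal component of the LV libraries (cytokine r = 0.767, atherosclerosis r = 0.654), as did endothelial (0.921) and, inversely, cardiomyocyte genes (-0.937). The cytokine count in Sham LV was 6 without Control replicate 2, 3 or 4 or PD replicate 3, 5 or 6, 7 without Control replicate 5 or 6 or PD replicate 1 or 4 or with all 4 LV groups in one fit, and 20 without PD replicate 2. For atherosclerosis genes it was 3 without PD replicate 5, 4 without Control replicate 2, 4 or 6 or PD replicate 1 or 3 or with that fit, 5 without Control replicate 3 or PD replicate 4, 6 without Control replicate 5 or PD replicate 6, and 15 higher and 1 lower without PD replicate 2. Vcam1 passed in Sham LV only without PD replicate 2 among the fits with a library left out, and Msr1 did not pass without Control replicate 2, 4 or 6 or PD replicate 1, 5 or 6. The count of 1 for cytokine genes in Sham kidney was 0 without Control replicate 1, 2, 3, 4, 5 or 6 or PD replicate 2, 3 or 5, without the filter and with all 4 kidney groups in one fit, and 3 without PD replicate 4.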

While these changes did not compromise cardiac function over the duration of this study, they may contribute to added CVD and cardiac pathology and mortality over an extended period. Exploration of these pathways and a better understanding of the mechanisms through which they are altered can lead to the development of potential therapeutics to ultimately reduce CV risk and mortality in this population.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Raw data points collected for phenotypic analysis are provided in the Supplementary Raw Data file. Transcriptomic datasets generated and/or analyzed during the current study are available in the. Gene Expression Omnibus (GEO; Accession #GSE207524) and (SRA; Accession #PRJNA855957).

# Supplementary material for: Transcriptomic analysis identifies novel candidates in cardiorenal pathology mediated by chronic peritoneal dialysis
**Source:** Sci Rep. 2023 Jun 21;13:10051. doi: 10.1038/s41598-023-36647-7
**Supplement:** Supplementary file 2 — Supplementary Information 2.

## **SUPPLEMENTAL MATERIAL**

### **Transcriptomic Analysis Identifies Novel Candidates in Cardiorenal Pathology Mediated by Chronic Peritoneal Dialysis**

Victoria L. Nasci<sup>1,2</sup>, Pengyuan Liu<sup>1</sup>, Amanda M. Marks<sup>1</sup>, Adaysha C. Williams<sup>1</sup>, Alison J. Kriegel<sup>1,3,4,5</sup>

Supplemental Material Table of Contents:

Supplemental Methods

Supplemental Data

Tables S1-S4

Figures S1-S4

Supplemental References

## **Supplemental Methods:**

### *Additional Details of RNA-sequencing*

Frozen tissues were pulverized under liquid nitrogen, with ~100mg placed in Trizol® for RNA extraction following manufacturer's instructions (Ambion™). Samples were submitted to Genomic Sciences and Precision Medicine Center (GSPMC) for RNA quality assessment using an RNA Fragment Analyzer and quantification by Qubit (ThermoFisher Scientific). A total of 500 ng of high-quality RNA from each sample was used for automated mRNA library construction utilizing the Illumina TruSeq stranded mRNA library prep kit with unique dual 8 base pair indexes for samples on each run. The library quality was evaluated by Kapa qPCR Quantification, MiSeq Nano 50 cycle QC run, prior to proceeding with sequencing. Samples were multiplexed 64 samples per flow cell and pair-end sequenced with an Illumina NovaSeq6000 sequencer.

In analysis, adapter sequences were removed from the output reads; sequences with low quality (base quality < 13) at both ends of reads were further trimmed and trimmed reads with less than 25 bp were removed using the Trim Glore tool [1]. The trimmed short sequencing reads were aligned to the rat reference (rn6) using HISAT2 (v2.2.1) with mammalian default parameters [2]. Transcript construction, quantification and normalization of transcript abundance was performed using StringTie2 (v2.1.5) [3].

Statistical analysis of sequencing results was performed comparing LV RNA from 5/6Nx rats that received PD and those that did not. This comparison was also made in remnant kidney RNA from these groups. Differential gene expression was determined using the R package DESeq2 [4]. The Benjamini-Hochberg method was used to control false discovery rate in differential expression analysis to provide an adjusted *P*-value.

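The Benjamini-Hochberg adjustment ranks the p-values of all genes of a comparison and controls the expected share of false calls among those called. The authors' deposited table of each comparison lists 20624 genes with a log2 fold change, a p-value and an adjusted p-value. In the Sham LV comparison 5039 of them have no adjusted p-value in the authors' deposited table, and in the 5/6Nx LV comparison 5160, since DESeq2 leaves it out for genes with few reads or with an extreme count.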

### *Ingenuity Pathway Analysis*

A list of DEGs with corresponding log<sub>2</sub> fold-change for each comparison of interest was uploaded to IPA for core analysis utilizing the “Ingenuity Knowledge Base” (IPA; QIAGEN, Hilden, Germany) as the “Reference Set”. Data resulting from IPA Graphical Summary in the Subcellular view are presented here, which allows visualization of enrichment established pathways with DEGs from a given data set. The enrichment is ranked within these pathways to provide a “-log (*P*-value)” for enrichment based on the # of differentially expressed genes in the dataset relative to the overall number of genes represented in the pathway. Specifically, in this analysis, we utilized the “Graphical Summary” graphics with default settings, which include a color-coding of pathways that are predicted to be activated or inhibited based on “z-score”. This z-score is also referred to as the activation score because it is used as an index of biological function based on established directionality of effects resulting from gene-gene interactions.

### *Metascape Analysis*

The list of DEGs from each comparison group were uploaded and species *R. norvegicus* was selected for both input and analysis. Express analysis was then performed. The Metascape [5] tool then utilized this input information to generate “Enriched Ontology Clusters” for graphical presentation of datasets.

## Supplemental Data

### *Sequencing Results*

The mapping rate for this dataset was >96% for all samples (Table S1). The number of genes with an adjusted  $P$ -value <0.05 in each comparison (Differentially Expressed Genes; DEGs) are indicated in Table S2, along with the number of mapped genes from this list that represented in Metascape, and IPA tools used in pathway analysis.

### *Changes in LV Tissue resulting from PD in Sham and 5/6Nx Rats.*

The LV DEGs with the top 15 largest log2 fold-change increase or decrease in response to PD in either the Sham group or the 5/6Nx group are listed in Tables S3 and S4, respectively. Also listed are the  $P$ -value and adjusted  $P$ -value for that comparison. The IPA Graphical Summary Representation highlights numerous processes and pathways are predicted to be activated (orange) or inhibited (blue) with PD based DEGs in Sham (Figure S1A) and 5/6Nx rats (Figure S2A). Metascape analysis identified numerous enrichment terms based upon the same DEG input from our LV tissues in Sham (Figure S1B) and 5/6Nx rats (Figure S2B).

### *Changes in Kidney Tissue Resulting from PD in Sham and 5/6Nx Rats.*

We performed the same analysis with the DEGs from kidney tissues as described above for LV tissue. This Metascape analysis yielded fewer enriched pathways and there were not clear pathological processes identified in both Sham (Figure S3A) and 5/6Nx rats (Figure S4A). 

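In the kidney of 5/6Nx rats, 1 of 21 circadian clock genes was higher with PD, Arntl (2 higher and 6 lower when adjusted over the list alone). None of 38 heat shock proteins and cytosolic chaperones and none of 43 genes of the unfolded protein response passed in limma (4 and 4 higher when adjusted over the list alone). In Sham kidney, Cyp26b1 rose from 112 ± 44.9 to 459 ± 192 normalized reads (adjusted p = 0.0409). It missed the threshold without the filter (adjusted p = 0.0528, range over the alternatives 2.08e-07 to 0.0528). In camera the heat shock list and the unfolded protein response list were higher in 5/6Nx kidney (adjusted p = 2.61e-11 and 2.76e-08; adjusted p = 0.0751 and 0.0751 with an estimated correlation). The clock list was lower (adjusted p = 6.04e-04; 0.223 with an estimated correlation). The call of Cyp26b1 in Sham kidney ended without any 1 library except Control replicate 5 and PD replicates 3 and 4 (adjusted p = 0.0532 to 0.109), and that of Arntl in 5/6Nx kidney without any 1 library except PD replicate 2 (adjusted p = 0.0570 to 0.168).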

The enrichment through IPA analysis of Sham kidneys almost

exclusively represented upregulated genes (Figure S3B). When MAP was applied to the 5/6Nx kidney dataset there were no pathways that were predicted to either be activated or inhibited based on our limited input (Figure S4B).

**Table S1.** Serum analyte concentrations at the end of the study.

\* $P < 0.05$  vs. 5/6Nx Control, # $P < 0.05$  vs. Sham Control, † $P < 0.05$  vs. Sham PD, Two-way ANOVA

| <b>Serum Value</b><br>(concentration) | <b>Sham Control</b><br>( $n=6$ ; Mean $\pm$ SEM) | <b>Sham PD</b><br>( $n=6$ ; Mean $\pm$ SEM) | <b>5/6Nx Control</b><br>( $n=7$ ; Mean $\pm$ SEM) | <b>5/6Nx PD</b><br>( $n=7$ ; Mean $\pm$ SEM) |
|---------------------------------------|--------------------------------------------------|---------------------------------------------|---------------------------------------------------|----------------------------------------------|
| Alkaline Phosphatase (U/L)            | 96.50 $\pm$ 8.21                                 | 129.67 $\pm$ 11.14                          | 146.29 $\pm$ 9.74                                 | 145.71 $\pm$ 19.05                           |
| Aspartate Aminotransferase (U/L)      | 119.00 $\pm$ 10.41                               | 128.67 $\pm$ 15.58                          | 103.57 $\pm$ 13.53                                | 108.43 $\pm$ 9.68                            |
| Alanine Aminotransferase (U/L)        | 24.83 $\pm$ 1.01                                 | 22.50 $\pm$ 3.60                            | 17.43 $\pm$ 2.03                                  | 21.14 $\pm$ 1.70                             |
| Bilirubin (mg/dL)                     | 0.15 $\pm$ 0.03                                  | 0.18 $\pm$ 0.02                             | 0.11 $\pm$ 0.01                                   | 0.13 $\pm$ 0.02                              |
| Creatinine (mg/dL)                    | 0.37 $\pm$ 0.02                                  | 0.41 $\pm$ 0.03                             | 1.16 $\pm$ 0.19 <sup>#</sup>                      | 0.84 $\pm$ 0.05 <sup>†</sup>                 |
| Albumin (g/dL)                        | 2.42 $\pm$ 0.03                                  | 2.18 $\pm$ 0.07                             | 2.19 $\pm$ 0.08                                   | 2.17 $\pm$ 0.05                              |
| Total Protein (g/dL)                  | 5.12 $\pm$ 0.05                                  | 4.72 $\pm$ 0.11                             | 4.84 $\pm$ 0.13                                   | 4.73 $\pm$ 0.07                              |
| Globulin (g/dL)                       | 2.70 $\pm$ 0.06                                  | 2.53 $\pm$ 0.07                             | 2.66 $\pm$ 0.08                                   | 2.56 $\pm$ 0.04                              |
| Glucose (mg/dL)                       | 248.83 $\pm$ 4.90                                | 234.00 $\pm$ 20.01                          | 266.43 $\pm$ 6.80                                 | 204.14 $\pm$ 11.54 <sup>*</sup>              |
| Calcium (mg/dL)                       | 9.00 $\pm$ 0.06                                  | 9.02 $\pm$ 0.15                             | 9.49 $\pm$ 0.20                                   | 9.16 $\pm$ 0.09                              |
| Phosphorous (mg/dL)                   | 8.45 $\pm$ 0.08                                  | 10.50 $\pm$ 0.26                            | 11.13 $\pm$ 1.16 <sup>#</sup>                     | 10.13 $\pm$ 0.30                             |
| Bicarbonate (mmol/L)                  | 24.17 $\pm$ 0.31                                 | 26.83 $\pm$ 2.12                            | 24.86 $\pm$ 1.30                                  | 26.43 $\pm$ 2.08                             |
| Chloride (mmol/L)                     | 101.67 $\pm$ 0.84                                | 102.50 $\pm$ 0.76                           | 106.00 $\pm$ 1.23 <sup>#</sup>                    | 103.43 $\pm$ 0.53                            |
| Potassium (mmol/L)                    | 5.60 $\pm$ 0.15                                  | 6.43 $\pm$ 0.19 <sup>#</sup>                | 5.86 $\pm$ 0.26                                   | 6.44 $\pm$ 0.16 <sup>#</sup>                 |
| Sodium (mmol/L)                       | 145.67 $\pm$ 0.80                                | 146.00 $\pm$ 0.52                           | 145.43 $\pm$ 0.43                                 | 144.71 $\pm$ 1.13                            |

**Table S2.** Summary of RNA-Sequencing Results

| Tissue | Treatment | Sample ID | Yield (Gb) | # Reads     | % of<br>>=<br>Q30<br>Bases | Mean<br>Quality<br>Score | mapping<br>rate (%) |
|--------|-----------|-----------|------------|-------------|----------------------------|--------------------------|---------------------|
| LV     | 5/6Nx     | 1         | 5.9        | 58,670,556  | 99.2                       | 36.1                     | 97.3                |
| LV     | 5/6Nx     | 2         | 6.1        | 61,034,214  | 99.3                       | 36                       | 97.6                |
| LV     | 5/6Nx     | 3         | 6.9        | 69,057,502  | 99.2                       | 36                       | 97                  |
| LV     | 5/6Nx     | 4         | 7.7        | 77,016,750  | 99.3                       | 36                       | 97.6                |
| LV     | 5/6Nx     | 5         | 11.6       | 116,751,842 | 99.2                       | 36                       | 97.2                |
| LV     | 5/6Nx     | 6         | 5.6        | 55,906,430  | 99                         | 36                       | 97.1                |
| LV     | 5/6Nx     | 7         | 5.6        | 56,082,226  | 99.2                       | 36                       | 97.5                |
| LV     | 5/6Nx PD  | 8         | 7.5        | 75,232,624  | 99.3                       | 36                       | 97.6                |
| LV     | 5/6Nx PD  | 9         | 6.2        | 61,581,034  | 99.2                       | 36                       | 97.5                |
| LV     | 5/6Nx PD  | 10        | 5.2        | 52,258,372  | 99.3                       | 36                       | 97.6                |
| LV     | 5/6Nx PD  | 11        | 5.9        | 59,612,720  | 99.2                       | 36                       | 97.2                |
| LV     | 5/6Nx PD  | 12        | 7.3        | 72,620,704  | 99.1                       | 36                       | 97.3                |
| LV     | 5/6Nx PD  | 13        | 5.2        | 52,407,500  | 98.9                       | 36                       | 96.9                |
| LV     | 5/6Nx PD  | 14        | 6.5        | 65,177,972  | 98.9                       | 35.8                     | 96.9                |
| Kidney | 5/6Nx     | 1         | 7          | 69,769,332  | 99.1                       | 36                       | 97.8                |
| Kidney | 5/6Nx     | 2         | 6.9        | 69,113,072  | 99.4                       | 36.1                     | 97.9                |
| Kidney | 5/6Nx     | 3         | 6.6        | 66,424,826  | 99.4                       | 36.1                     | 97.6                |
| Kidney | 5/6Nx     | 4         | 6.2        | 62,048,520  | 99.4                       | 36.1                     | 97.9                |
| Kidney | 5/6Nx     | 5         | 6.3        | 63,117,042  | 99.1                       | 36                       | 97.4                |
| Kidney | 5/6Nx     | 6         | 6.3        | 63,497,384  | 99.1                       | 36                       | 97.6                |
| Kidney | 5/6Nx     | 7         | 6.1        | 61,021,826  | 99.3                       | 36                       | 98.1                |
| Kidney | 5/6Nx PD  | 8         | 7.1        | 71,013,656  | 99.4                       | 36                       | 98.1                |
| Kidney | 5/6Nx PD  | 9         | 6.5        | 65,368,892  | 99.1                       | 36                       | 97.7                |
| Kidney | 5/6Nx PD  | 10        | 6.3        | 62,776,408  | 99.3                       | 36                       | 97.8                |
| Kidney | 5/6Nx PD  | 11        | 5.4        | 54,316,070  | 99.3                       | 36                       | 97.9                |
| Kidney | 5/6Nx PD  | 12        | 7.9        | 79,041,266  | 99.2                       | 36.1                     | 97.5                |
| Kidney | 5/6Nx PD  | 13        | 6.7        | 67,136,454  | 99                         | 36                       | 97.4                |
| Kidney | 5/6Nx PD  | 14        | 6.7        | 66,911,102  | 98.8                       | 35.8                     | 97.6                |

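Table S3 counts, for each comparison, the genes past an adjusted p of 0.05, split by direction, and how many of them the pathway tools recognised. Of the genes called in the authors' deposited tables, 850 for Sham LV, 162 for 5/6Nx LV, 636 for Sham kidney and 32 for 5/6Nx kidney had enough reads to be tested with limma. Each of these had the same direction and an unadjusted p under 0.05. Past the adjusted threshold in limma were 190, 14, 22 and 2 of them.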

**Table S3.** DEGs Identified and Pathway Representation.

| <b>Group</b>      | <b>Total DEGs (Adj. P&lt;0.05)</b> |                    | <b>Mapped in Metascape</b> | <b>Analysis-ready molecules in IPA</b> |                    |
|-------------------|------------------------------------|--------------------|----------------------------|----------------------------------------|--------------------|
| <b>Comparison</b> | <b>DEGs</b>                        | <b># up/# down</b> | <b>DEGs</b>                | <b>DEGs</b>                            | <b># up/# down</b> |
| Sham LV           | 853                                | 545/308            | 818                        | 817                                    | 524/293            |
| 5/6Nx LV          | 162                                | 71/91              | 154                        | 150                                    | 67/83              |
| Sham Kidney       | 637                                | 382/255            | 594                        | 589                                    | 358/231            |
| 5/6Nx Kidney      | 33                                 | 28/5               | 33                         | 33                                     | 28/5               |

**Table S4.**

| Top 15 Up- and Down-Regulated Genes with PD in LV from Sham Rats |                |                  |             |                  |
|------------------------------------------------------------------|----------------|------------------|-------------|------------------|
| Gene Symbol                                                      | Change with PD | log2 Fold-Change | P-value     | Adjusted P-value |
| <i>LOC100909700</i>                                              | Up             | 6.651754477      | 1.88E-11    | 1.63E-08         |
| <i>Cd177</i>                                                     | Up             | 5.422109368      | 1.65E-10    | 1.22E-07         |
| <i>Reg3g</i>                                                     | Up             | 3.203950967      | 6.38E-10    | 3.98E-07         |
| <i>Ifitm6</i>                                                    | Up             | 3.084994373      | 4.71E-06    | 0.000638401      |
| <i>Robo3</i>                                                     | Up             | 2.947755367      | 0.000853505 | 0.024651624      |
| <i>Cxcl2</i>                                                     | Up             | 2.920479466      | 0.000871717 | 0.025065884      |
| <i>Reg3b</i>                                                     | Up             | 2.866406019      | 2.90E-05    | 0.002319102      |
| <i>Rn60_4_1096.3</i>                                             | Up             | 2.807480716      | 0.000447207 | 0.015503291      |
| <i>Ptk6</i>                                                      | Up             | 2.685344471      | 1.29E-05    | 0.001318059      |
| <i>Pabpn1l</i>                                                   | Up             | 2.572217384      | 0.001135121 | 0.02986871       |
| <i>Cyp26b1</i>                                                   | Up             | 2.522075951      | 6.10E-19    | 2.38E-15         |
| <i>Mt1m</i>                                                      | Up             | 2.273301363      | 0.000100113 | 0.005398768      |
| <i>Mmp9</i>                                                      | Up             | 2.268370159      | 1.07E-21    | 1.67E-17         |
| <i>Il1r2</i>                                                     | Up             | 2.207220115      | 6.48E-05    | 0.004157467      |
| <i>Serpib1a</i>                                                  | Up             | 2.158464816      | 2.92E-15    | 7.59E-12         |
| <i>Cenpf</i>                                                     | Down           | -1.296115381     | 2.73E-06    | 0.000435777      |
| <i>Ckap2l</i>                                                    | Down           | -1.302636492     | 0.001669431 | 0.037489896      |
| <i>Scml2</i>                                                     | Down           | -1.343345729     | 3.31E-05    | 0.002543971      |
| <i>Ddn</i>                                                       | Down           | -1.347955862     | 5.67E-05    | 0.003774483      |
| <i>Pbk</i>                                                       | Down           | -1.359405600     | 9.05E-06    | 0.00101906       |
| <i>Cep55</i>                                                     | Down           | -1.373260127     | 6.60E-05    | 0.004179387      |
| <i>Shcbp1</i>                                                    | Down           | -1.432611473     | 3.02E-05    | 0.002389574      |
| <i>Rnf43</i>                                                     | Down           | -1.459947969     | 0.000866155 | 0.024951985      |
| <i>Bub1b</i>                                                     | Down           | -1.527495558     | 5.81E-05    | 0.003836342      |
| <i>Mpv17l</i>                                                    | Down           | -1.540323103     | 0.001692229 | 0.037635221      |
| <i>Ccna2</i>                                                     | Down           | -1.543487140     | 0.002297518 | 0.044926998      |
| <i>Fam64a</i>                                                    | Down           | -1.621052197     | 1.20E-05    | 0.00124169       |
| <i>Dtl</i>                                                       | Down           | -1.635580634     | 0.000804232 | 0.023648977      |
| <i>Lrtm2</i>                                                     | Down           | -1.949160044     | 2.60E-05    | 0.002169422      |
| <i>Depdc1</i>                                                    | Down           | -3.785517324     | 0.001088186 | 0.028990381      |

**Table S5.**

| Top 15 Up- and Down-Regulated Genes with PD in LV from 5/6Nx Rats |                       |                         |                |                         |
|-------------------------------------------------------------------|-----------------------|-------------------------|----------------|-------------------------|
| <b>Gene Symbol</b>                                                | <b>Change with PD</b> | <b>log2 Fold-Change</b> | <b>P-value</b> | <b>Adjusted P-value</b> |
| <i>LOC100909700</i>                                               | Up                    | 4.475860551             | 2.42E-08       | 3.74E-05                |
| <i>Cd177</i>                                                      | Up                    | 4.034572294             | 5.17E-08       | 5.97E-05                |
| <i>Fgf23</i>                                                      | Up                    | 3.732680013             | 7.50E-05       | 0.014096                |
| <i>Selp</i>                                                       | Up                    | 3.220910092             | 5.40E-08       | 5.97E-05                |
| <i>Olfm4</i>                                                      | Up                    | 3.055003082             | 1.18E-07       | 0.000122                |
| <i>Igf2bp3</i>                                                    | Up                    | 2.219375396             | 0.000314       | 0.036499                |
| <i>Mmp9</i>                                                       | Up                    | 2.033977314             | 8.27E-19       | 1.28E-14                |
| <i>Vcam1</i>                                                      | Up                    | 1.897284975             | 4.33E-10       | 1.64E-06                |
| <i>Sele</i>                                                       | Up                    | 1.745493885             | 7.46E-06       | 0.003388                |
| <i>Ifitm6</i>                                                     | Up                    | 1.711440695             | 1.77E-07       | 0.000152                |
| <i>Mmp8</i>                                                       | Up                    | 1.506758746             | 6.63E-12       | 5.12E-08                |
| <i>Nsg2</i>                                                       | Up                    | 1.369463081             | 0.000224       | 0.028863                |
| <i>Retnlg</i>                                                     | Up                    | 1.333721187             | 0.000197       | 0.026902                |
| <i>Npas2</i>                                                      | Up                    | 1.241918166             | 4.25E-05       | 0.009662                |
| <i>S100a8</i>                                                     | Up                    | 1.236059480             | 2.13E-05       | 0.006331                |
| <i>Colec11</i>                                                    | Down                  | -1.136825017            | 1.25E-06       | 0.000964                |
| <i>Slc16a12</i>                                                   | Down                  | -1.162031228            | 1.81E-08       | 3.11E-05                |
| <i>Cpeb1</i>                                                      | Down                  | -1.203362854            | 3.21E-06       | 0.001658                |
| <i>Etv4</i>                                                       | Down                  | -1.217448947            | 1.04E-05       | 0.003836                |
| <i>Cdh24</i>                                                      | Down                  | -1.218643373            | 0.000291       | 0.034532                |
| <i>Xkr7</i>                                                       | Down                  | -1.276482749            | 8.73E-05       | 0.015258                |
| <i>Syp12</i>                                                      | Down                  | -1.390912324            | 6.59E-05       | 0.012746                |
| <i>Ltbp2</i>                                                      | Down                  | -1.551124742            | 1.11E-05       | 0.003836                |
| <i>Wisp2</i>                                                      | Down                  | -1.813290670            | 5.17E-09       | 1.14E-05                |
| <i>Thbs4</i>                                                      | Down                  | -1.939153829            | 6.46E-05       | 0.012701                |
| <i>Crtac1</i>                                                     | Down                  | -2.363046468            | 0.000144       | 0.021584                |
| <i>Pacsin1</i>                                                    | Down                  | -2.507400727            | 1.42E-05       | 0.00455                 |
| <i>LOC102552055</i>                                               | Down                  | -2.557923815            | 6.49E-05       | 0.012701                |
| <i>Robo2</i>                                                      | Down                  | -2.726297447            | 0.000198       | 0.026902                |
| <i>Fcrl2</i>                                                      | Down                  | -2.946470679            | 2.47E-06       | 0.001554                |

**Table S6.**

| Top Up- and Down-Regulated Genes with PD in Kidney from Sham Rats |                       |                         |                |                         |
|-------------------------------------------------------------------|-----------------------|-------------------------|----------------|-------------------------|
| <b>Gene Symbol</b>                                                | <b>Change with PD</b> | <b>log2 Fold-Change</b> | <b>P-value</b> | <b>Adjusted P-value</b> |
| <i>S100a8</i>                                                     | Up                    | 2.330891777             | 2.83E-13       | 2.19E-09                |
| <i>Mmp8</i>                                                       | Up                    | 2.099370352             | 1.43E-09       | 1.85E-06                |
| <i>Cyp26b1</i>                                                    | Up                    | 2.040648021             | 1.09E-10       | 2.01E-07                |
| <i>Tnfsf8</i>                                                     | Up                    | 1.96E+00                | 4.68E-05       | 0.004806681             |
| <i>S100a9</i>                                                     | Up                    | 1.861118235             | 2.17E-10       | 3.06E-07                |
| <i>Il1b</i>                                                       | Up                    | 1.668531961             | 4.23E-08       | 3.65E-05                |
| <i>Cyp26a1</i>                                                    | Up                    | 1.586276617             | 7.63E-05       | 0.00657641              |
| <i>Ptx3</i>                                                       | Up                    | 1.561920436             | 0.001420995    | 0.04088076              |
| <i>Mcemp1</i>                                                     | Up                    | 1.557191803             | 0.000341001    | 0.017120696             |
| <i>Mzb1</i>                                                       | Up                    | 1.545758994             | 0.001255218    | 0.03817379              |
| <i>C7</i>                                                         | Up                    | 1.540164191             | 0.001033518    | 0.034263202             |
| <i>Scara5</i>                                                     | Up                    | 1.532110627             | 2.31E-05       | 0.003102917             |
| <i>Msr1</i>                                                       | Up                    | 1.523238047             | 2.85E-05       | 0.003486577             |
| <i>Lum</i>                                                        | Up                    | 1.52E+00                | 0.001528201    | 0.042950203             |
| <i>Dmbt1</i>                                                      | Up                    | 1.497369752             | 1.26E-12       | 6.52E-09                |
| <i>Zyg11a</i>                                                     | Down                  | -1.142678572            | 8.02E-05       | 0.006790533             |
| <i>Scn8a</i>                                                      | Down                  | -1.168516279            | 1.25E-15       | 1.93E-11                |
| <i>Ccdc122</i>                                                    | Down                  | -1.22E+00               | 0.000192257    | 0.011651079             |
| <i>LOC680227</i>                                                  | Down                  | -1.221538087            | 0.000366826    | 0.018066494             |
| <i>Zfp136</i>                                                     | Down                  | -1.296222097            | 2.86E-12       | 8.87E-09                |
| <i>Polq</i>                                                       | Down                  | -1.37179719             | 0.000471939    | 0.02172599              |
| <i>Klrb1c</i>                                                     | Down                  | -1.42E+00               | 2.51E-05       | 0.003250753             |
| <i>Cpne4</i>                                                      | Down                  | -1.443362145            | 0.001691084    | 0.044897541             |
| <i>Best3</i>                                                      | Down                  | -1.512022714            | 7.31E-05       | 0.006422769             |
| <i>LOC100362814</i>                                               | Down                  | -1.57E+00               | 5.89E-05       | 0.005506808             |
| <i>Htr5b</i>                                                      | Down                  | -1.627657935            | 0.000270738    | 0.014789528             |
| <i>Zbtb16</i>                                                     | Down                  | -1.93E+00               | 2.33E-06       | 0.00075316              |
| <i>Cyp8b1</i>                                                     | Down                  | -1.979362524            | 5.10E-06       | 0.00125086              |
| <i>Lrrtm3</i>                                                     | Down                  | -2.047841225            | 0.000640653    | 0.026283894             |
| <i>Rn60_20_0047.3</i>                                             | Down                  | -8.45E+00               | 1.53E-05       | 0.002302402             |

**Table S7.**

| Top Up- and Down-Regulated Genes with PD in Kidney from 5/6Nx Rats |                       |                         |                |                         |
|--------------------------------------------------------------------|-----------------------|-------------------------|----------------|-------------------------|
| <b>Gene Symbol</b>                                                 | <b>Change with PD</b> | <b>log2 Fold-Change</b> | <b>P-value</b> | <b>Adjusted P-value</b> |
| <i>Fpr1</i>                                                        | Up                    | 5.311876280             | 1E-06          | 0.0018                  |
| <i>Ptx3</i>                                                        | Up                    | 3.442213552             | 2E-06          | 0.0027                  |
| <i>Mmp8</i>                                                        | Up                    | 3.065404366             | 2E-14          | 4E-10                   |
| <i>Retnlg</i>                                                      | Up                    | 2.901578657             | 3E-10          | 1E-06                   |
| <i>S100a8</i>                                                      | Up                    | 2.790976959             | 2E-13          | 1E-09                   |
| <i>Bmper</i>                                                       | Up                    | 2.339630912             | 7E-06          | 0.0081                  |
| <i>S100a9</i>                                                      | Up                    | 2.240599297             | 4E-10          | 1E-06                   |
| <i>Dhrs9</i>                                                       | Up                    | 2.175648528             | 3E-10          | 1E-06                   |
| <i>Pla2g2a</i>                                                     | Up                    | 2.028325853             | 1E-06          | 0.0021                  |
| <i>Cxcl1</i>                                                       | Up                    | 1.786323824             | 3E-05          | 0.0201                  |
| <i>Cd163</i>                                                       | Up                    | 1.685650985             | 1E-05          | 0.0129                  |
| <i>Arntl</i>                                                       | Up                    | 1.478656030             | 3E-12          | 2E-08                   |
| <i>Cxcr2</i>                                                       | Up                    | 1.447948533             | 1E-05          | 0.0129                  |
| <i>RGD1559482</i>                                                  | Up                    | 1.418828454             | 4E-05          | 0.0253                  |
| <i>Npas2</i>                                                       | Up                    | 1.219766060             | 2E-09          | 3E-06                   |
| <i>Fus</i>                                                         | Down                  | -0.317631213            | 9E-08          | 0.0002                  |
| <i>Osbp16</i>                                                      | Down                  | -0.507636031            | 7E-05          | 0.0422                  |
| <i>Cry2</i>                                                        | Down                  | -0.554344033            | 1E-05          | 0.0129                  |
| <i>Tmprss3</i>                                                     | Down                  | -0.866948722            | 7E-06          | 0.0081                  |
| <i>Per3</i>                                                        | Down                  | -0.973956038            | 7E-05          | 0.0405                  |

**A**

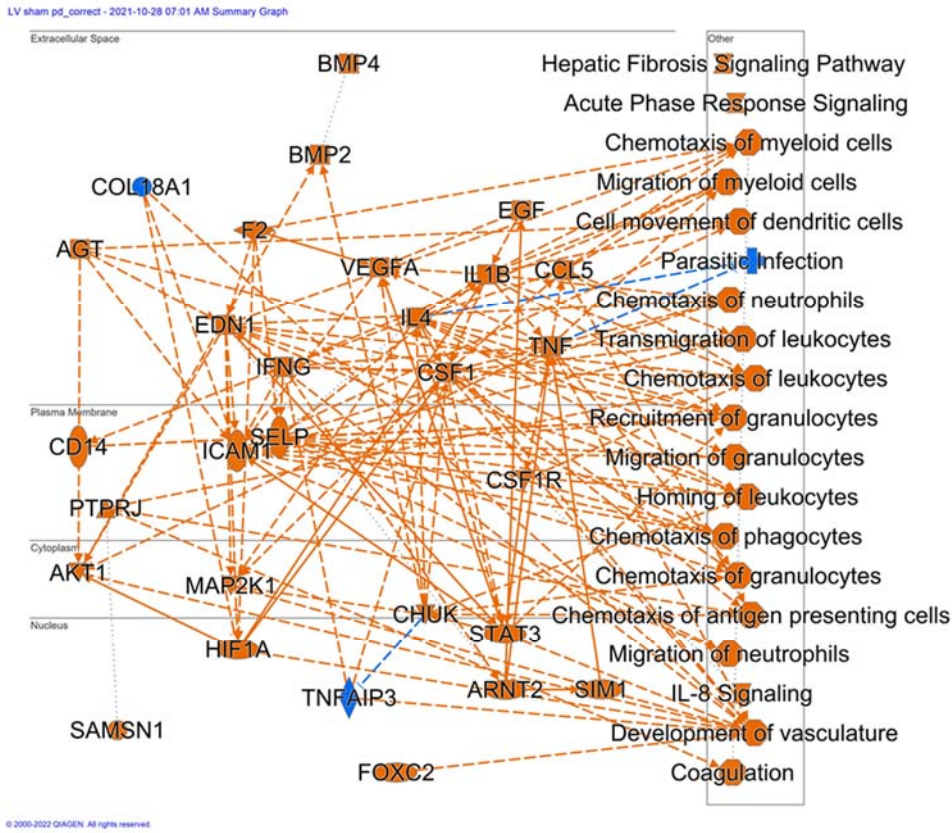

**B**

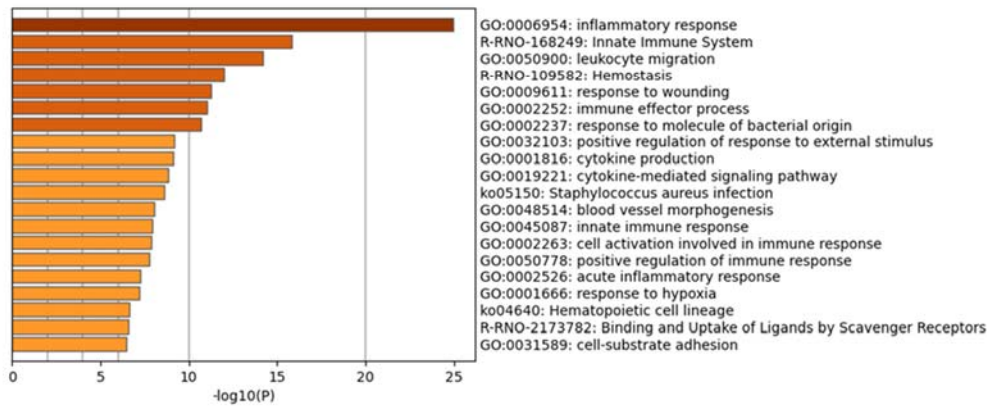

**Figure S1.** Pathway analysis of DEGs in LV of Sham-operated rats receiving PD vs. Controls. A) IPA “Graphical Summary” in “Subcellular” view. Nodes and lines are indicated as activated (orange) or inhibited (blue) based on expression differences. B) Metascape generated enriched functional terms ranked by  $-\log_{10}(P)$ .

**A**

LV 5/6Nx PD - 2021-10-27 09:02 AM Summary Graph

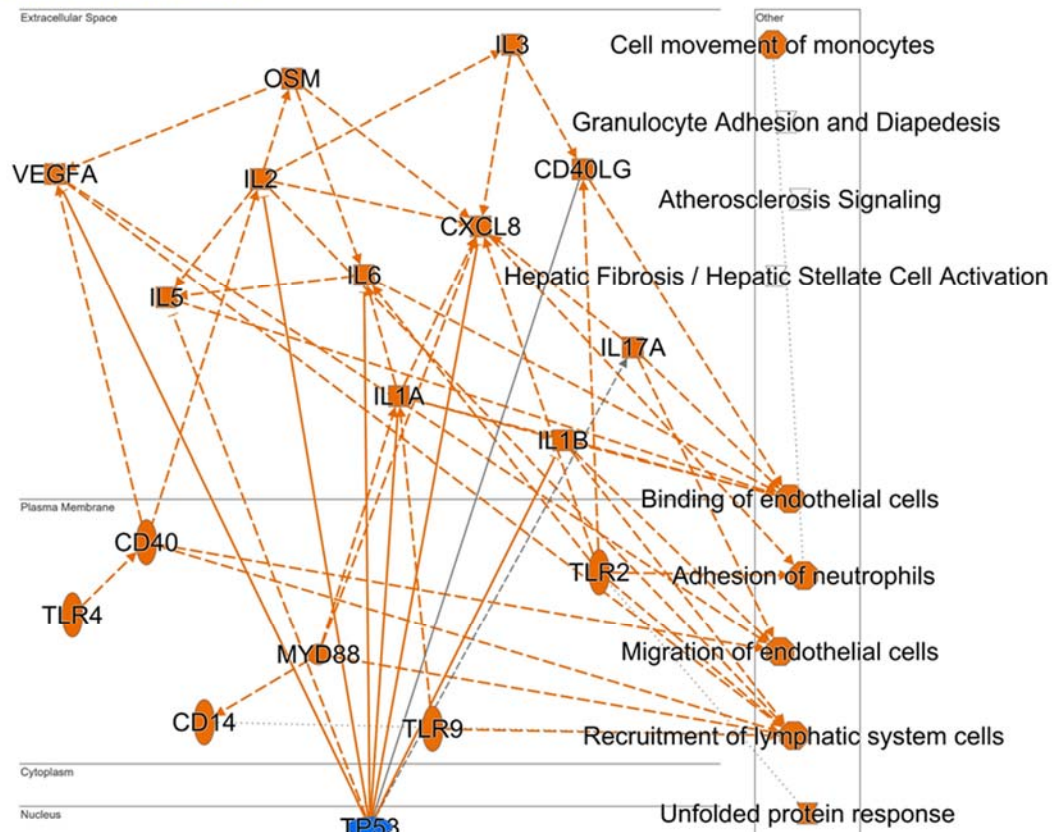

© 2000-2022 QIAGEN. All rights reserved.

**B**

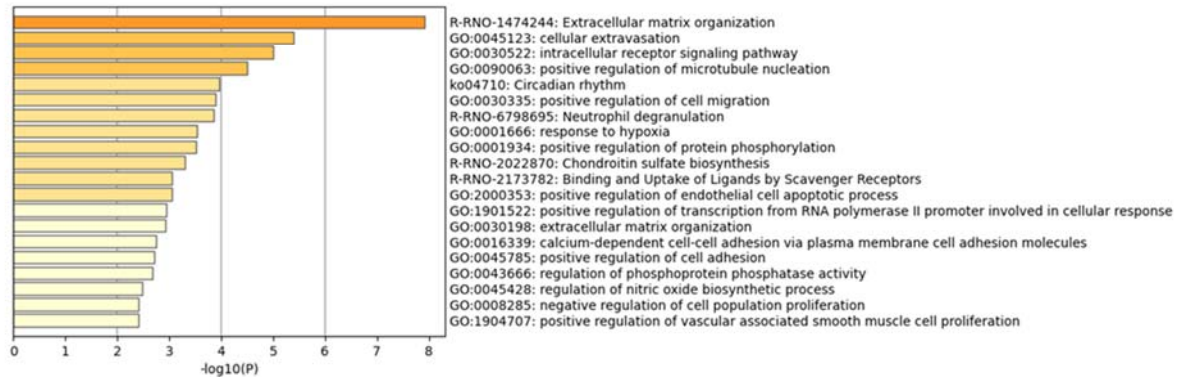

**Figure S2.** Pathway analysis of DEGs in LV of 5/6Nx animals receiving PD vs. Controls.

A) IPA “Graphical Summary” in “Subcellular” view. Nodes and lines are indicated as activated (orange) or inhibited (blue) based on expression differences. B) Metascape generated enriched functional terms ranked by  $-\log_{10}(P)$ .

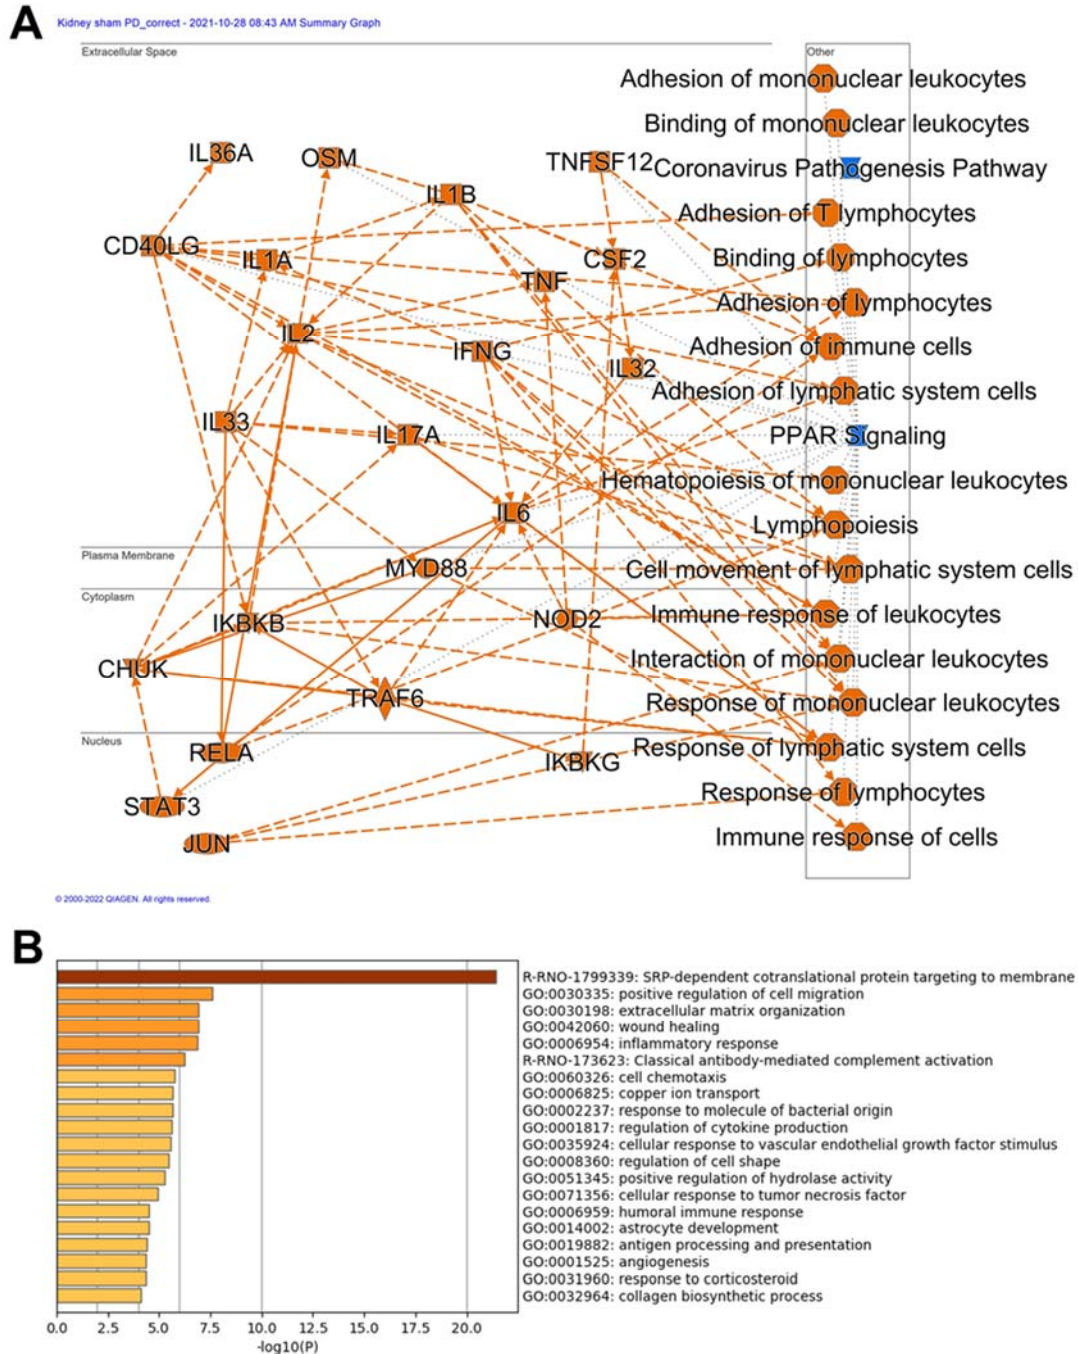

**Figure S3.** Pathway analysis of DEGs in kidney of Sham animals receiving PD vs. Controls. A) IPA “Graphical Summary” in “Subcellular” view. Nodes and lines are indicated as activated (orange) or inhibited (blue) based on expression differences. B) Metascape generated enriched functional terms ranked by  $-\log_{10}(P)$ .

**A**

Kidney 5/6 PD - 2021-10-27 01:38 PM Summary Graph

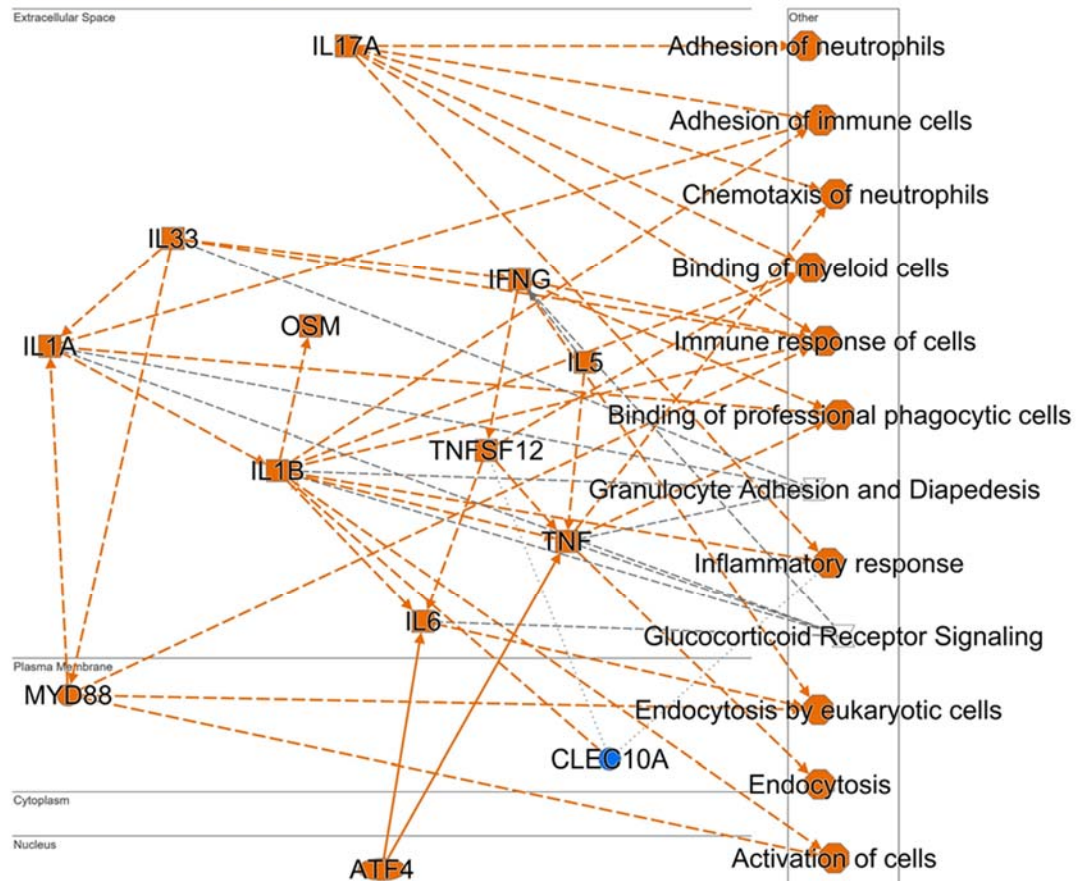**B**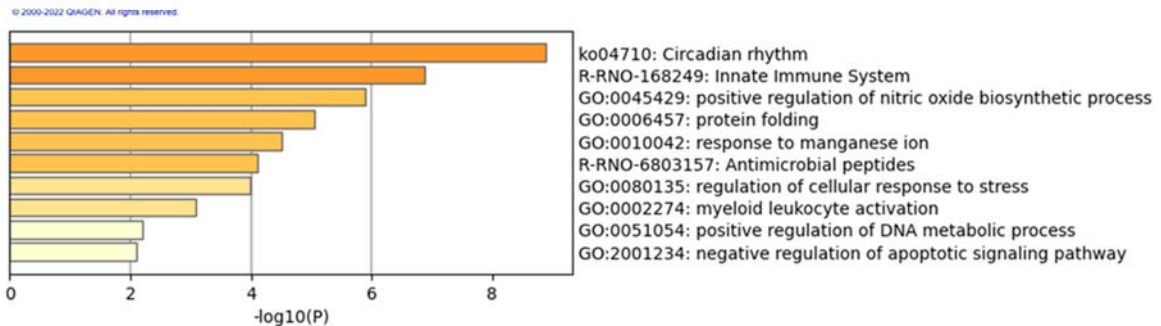

**Figure S4.** Pathway analysis of DEGs in kidney of 5/6Nx animals receiving PD vs. Controls. A) IPA “Graphical Summary” in “Subcellular” view. Nodes and lines are indicated as activated (orange) or inhibited (blue) based on expression differences. B) Metascape generated enriched functional terms ranked by  $-\log_{10}(P)$ .

## Supplemental References

1. Krueger, F. *Trim Galore*. [cited 2021; Version 0.5.6:[Available from: [https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)].
2. Kim, D., et al., *Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype*. Nat Biotechnol, 2019. **37**(8): p. 907-915.
3. Kovaka, S., et al., *Transcriptome assembly from long-read RNA-seq alignments with StringTie2*. Genome Biol, 2019. **20**(1): p. 278.
4. Love, M.I., W. Huber, and S. Anders, *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2*. Genome Biol, 2014. **15**(12): p. 550.
5. Zhou, Y., et al., *Metascape provides a biologist-oriented resource for the analysis of systems-level datasets*. Nat Commun, 2019. **10**(1): p. 1523.

How the deposited data were processed for this re-analysis (not part of the article)

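Polyadenylated RNA from the left ventricle (LV) and the kidney of rats was sequenced in 52 libraries, 6 for each Sham group and 7 for each 5/6Nx group of each tissue, and every library was mapped to its tissue, surgery and treatment from the labels. The authors trimmed adapters and low-quality ends with Trim Galore and cutadapt, aligned the reads to rn6 with HISAT2, quantified genes with StringTie2 and compared groups with DESeq2. They deposited a table of log2 values, 1 per gene and library, for 20624 genes. The scale is not named with the table. The authors' values follow DESeq2's variance stabilising transformation over all libraries of both tissues together, with a shared lowest value for 0 reads. The authors also deposited, for each of the 4 comparisons of PD with Control, the log2 fold change, the p-value and the adjusted p-value of each gene.

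The transformation was inverted to normalized reads and, with the step of each library, to whole reads. All values gave whole reads, with a largest deviation of 7.17e-08. The size factors equal the median ratios over all 52 libraries. Total reads in the gene table were 16.7 M to 111.8 M (median 44.2 M). No library repeats another of its group: the chi-square per gene between libraries of a group was at least 21.8. Of the 20624 genes, 1008 share a name with another and were kept apart by their IDs.

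Each comparison was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust settings, statmod 1.5.0) on the deposited log2 values. Genes entered with at least 10 normalized reads in as many libraries as the smaller group holds, and passed at a Benjamini-Hochberg adjusted p under 0.05, with no limit on the fold change. Only the groups of a comparison entered its fit, and an interaction took the 4 groups it concerns. An interaction with surgery is the change with PD in 5/6Nx minus that in Sham rats, and one with tissue the change in the kidney minus that in the LV. The test first planned was one for counts, or for FPKM or TPM values. Since the deposited unit is a log2 value, limma took its place after the unit was known, and the tests of gene lists used the same values in place of logged counts scaled to library size. The groups, filters by group size, threshold, gene lists, rule for named genes and most alternatives were fixed before the data were examined.

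The 38 gene lists were written after the values in the paper's Tables S4 to S7 and Figs. 5 and 6 had been seen, so each was also tested without the genes the paper names. They are not the gene sets of IPA or Metascape. Lists with at least 3 measured members were tested with camera at its preset correlation of 0.01 and again with a correlation estimated from the data, and counts of members past the threshold were taken over all genes and adjusted over the list alone. Named genes follow a rule: every gene named in the paper's text, Figs. 5 to 7 or Tables S4 to S7, and for each comparison of PD with Control and of 5/6Nx Control with Sham Control the 10 higher and 10 lower genes of smallest adjusted p with a mean of at least 1 per M reads (M, mega) in a group. To these come up to 4 members per list past the threshold with the largest change (where none passes, 2 with the most reads), the 10 genes of smallest adjusted p per interaction, and the tissue markers Myh6, Tnnt2, Umod and Slc34a1. Some genes the rule names are not reported here.

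The fits were tested on simulated reads drawn from the libraries' own means and depths, with 200 genes changed by known folds. For LV of Sham rats (15692 genes), 43.3%, 71.6% and 95.5% of the genes changed 1.5-, 2- and 4-fold were called, and for LV of 5/6Nx rats (15553 genes) 56.7%, 79.1% and 98.5%. For kidney of Sham rats (16070 genes) the shares were 31.3%, 85.1% and 98.5%, and for kidney of 5/6Nx rats (16484 genes) 50.7%, 88.1% and 95.5%. For the interaction with surgery they were 20.9%, 59.7% and 86.4% in LV (16159 genes) and 19.4%, 52.2% and 90.9% in kidney (16962 genes). Between 3 and 10 unchanged genes were called per simulated comparison. The changed genes were drawn above a minimum of reads, and simulated libraries lack the shared variation of real ones. These shares can therefore exceed those for real genes and do not show how many real changes were missed. Of 20 simulated unchanged lists, 0 were called by camera at its preset correlation. Simulated genes vary independently of each other and genes of a list in real libraries do not, so the p with an estimated correlation is given beside each call.

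The alternatives chosen in advance were TMM scaling, no filter, limma-voom with sample quality weights on the recovered reads, all 4 groups of a tissue in one fit, the authors' p-values over the genes kept, and each library left out in turn from the comparisons of PD with Control. For lists they were an estimated correlation, fry, and the lists without the paper's genes. Chosen after seeing the data were limma-voom without weights, size factors within the libraries of a fit, library totals, log2 of normalized reads plus 1, array quality weights, the lists without the kidney library of lowest depth, and each library left out in turn from the LV interaction with surgery, whose prediction was written before its result. Other splits of the libraries were counted over 100 draws, bootstraps used 2000 resamples, and permutation tests were exact. The correlation of the neutrophil and erythroid scores used 100000 permutations within groups. That of the first principal component with total reads used 100000 over all LV libraries, regardless of group. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A library's rat is not stated in the labels, and the parallel library numbers of the tissues were not used. No test therefore pairs the LV and kidney of a rat or relates a library to a rat's phenotype.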

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

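The tests of the cardiomyocyte share and the counts over other splits of the libraries were chosen only after the results were seen, and the left-out libraries of the interaction after the data were seen but before that result.

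The change of LV genes with PD differed between 5/6Nx and Sham rats for 113 genes in the interaction test of limma, with macrophage and matrix genes among those of lower change in 5/6Nx rats. No other split of the libraries reached this count (real split alone, 1 of 100, highest of the others 17). These splits redraw the PD labels and so remove the main effect of PD too, which means they cannot exclude chance for the difference alone. A different share of cardiomyocyte RNA would move lists of other cell types alike. The medians of 5 such lists lay 0.873 apart on the log2 scale (bootstrap standard error 0.200), from -1.05 for macrophage to -0.17 for T and NK cell genes. That error resamples genes and not rats, and the highest and lowest lists were picked from these data, so it cannot decide. Without the macrophage list the 4 medians, all below 0, lay 0.288 apart (standard error 0.195). That share, as the whole cause or a part, and a change of macrophages themselves stay open. A dependence on 1 library met its prediction: the count was 2 without Sham Control replicate 4, below the bound set for it before that result. It was 25 without replicate 2, 51 without replicate 6, 187 without replicate 1 and 170 without replicate 5 of that group. Without Sham PD replicates 1 to 6 it was 35, 640, 24, 36, 25 and 188. It was 695, 52, 48 and 53 without 5/6Nx Control replicates 1, 3, 5 and 6, and 51, 49, 66, 67 and 247 without 5/6Nx PD replicates 1, 2, 4, 6 and 7. The first principal component of the 26 LV libraries held 37.5% of the variance (r = -0.937 with the mean of the cardiomyocyte genes). It followed total reads only in part (Spearman rho 0.445, p = 0.0237, permutations regardless of group). Differences between groups enter that p, so it cannot decide, and an effect of library depth stays open. An effect of the surgery itself on the response to PD also remains open, as untested.

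The remaining counts come from a test of the difference between tissues or from groups the paper does not compare by RNA sequencing. The change with PD differed between LV and kidney of Sham rats for 15 genes in limma, with Rras2, a small GTPase, of higher change in the kidney (0.67, adjusted p = 0.00452). Only 1 of 100 splits, the real one, gave as many (highest of the others 1), but these splits also remove the main effect of PD and cannot exclude chance. In the LV of Control rats 11 genes differed between 5/6Nx and Sham surgery. Of 100 splits 3 gave as many, so chance is unlikely but not excluded, and another split gave 82, which points to a structure of the libraries apart from surgery. In the kidney of Control rats 8568 genes differed between 5/6Nx and Sham surgery (1 of 100 splits, highest of the others 5005, so chance is unlikely).

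Single libraries lay far from the others of their group in 9 of 146 groups tested for genes of the rule for names and in 3 of 8 groups for total reads, by the gap to the nearest library over the range of the group on the log2 scale. Chance flags about 1 in 20 groups. In normalized reads, with that ratio last, the highest libraries were LOC100909700 in LV Sham Control replicate 2 (1.73 against 0 in each of the others; 1), Serpinb1a in LV Sham PD replicate 5 (2481 against 998 to 1209 in the others; 0.794), Cd177 in LV 5/6Nx PD replicate 7 (179 against 22.8 to 66.3 in the others; 0.580) and Mmp9 in LV 5/6Nx Control replicate 6 (237 against 82.7 to 128 in the others; 0.622). The lowest were Selp in LV Sham Control replicate 3 (73.3 against 119 to 142 in the others; 0.703), Fgf23 in LV Sham PD replicate 2 (0 against 44.3 to 107 in the others; 0.665), Clec4e in LV Sham Control replicate 4 (67.6 against 124 to 135 in the others; 0.866), Vcam1 in LV 5/6Nx Control replicate 1 (617 against 1132 to 1455 in the others; 0.699) and Arntl in Kidney 5/6Nx PD replicate 2 (338 against 620.4 to 929 in the others; 0.583). Total reads were highest in LV Sham Control replicate 2 (111.8 M against 33.0 M to 52.0 M; 0.628) and LV 5/6Nx Control replicate 5 (70.0 M against 32.2 M to 44.8 M; 0.576), and lowest in Kidney Sham PD replicate 4 (16.7 M against 40.5 M to 65.5 M; 0.649).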

How the results depend on the processing

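Limma-voom without weights, array quality weights, size factors within a fit, library totals, log2 of normalized reads plus 1, and the library left out of the gene lists were chosen only after the results were seen, and the libraries left out of the LV interaction after the data were seen but before that result. Of 842 tests of a named gene under an alternative other than a left-out library, 773 kept their direction and side of the threshold, 44 lost and 20 gained a call, and 5 turned direction. With TMM scaling and with size factors within a fit all 88 were the same. Those that turned were the difference of Mmp9 between surgical groups in the LV (0.03; -0.23 in limma-voom with quality weights, -0.11 without, -0.0465 with library totals, -0.22 on log2 of normalized reads plus 1 and -0.0348 with array quality weights; adjusted p 0.707 to 0.937 in these and up to 0.973 over all). Of 140 counts under the same alternatives, 87 stayed within 1.5 times.

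The counts of genes for LV Sham, LV 5/6Nx, Kidney Sham and Kidney 5/6Nx rats were 194, 14, 23, 2. Without the filter, with more genes tested, LV 5/6Nx gave 9, Kidney Sham 11 and the LV interaction with surgery 57 (against 113). With quality weights limma-voom gave 1409 in LV Sham, 171 in Kidney Sham, 1019 for the LV interaction, 660 for LV surgery (against 11), and 68 and 1 for the interactions with tissue in Sham and 5/6Nx rats (against 15, 0). Array quality weights gave 1554, 278, 4, 1159, 688 and 123 for LV Sham, Kidney Sham, Kidney 5/6Nx, the LV interaction, LV surgery and the Sham interaction with tissue. Without weights limma-voom gave 68 in Kidney Sham, 0 in Kidney 5/6Nx, 241 for the LV interaction and 1 for the 5/6Nx interaction with tissue. All 4 groups in one fit gave 107, 61, 9, 20 for the comparisons with PD and 263 for LV surgery. The authors' p-values gave 851, 162, 625, 32. Genes shared between surgical groups (5 in LV, 1 in kidney) became 8 and 0 with quality weights and 30 and 12 with the authors' p-values, and in the kidney 4 with 4 groups, 0 in limma-voom without weights and 2 with array weights. Of the 30 LV genes with the authors' p-values, 21 were higher in both groups, 2 lower in both and 7 in opposite directions. Of the 8 with quality weights, 6 were higher in both and 2 in opposite directions. The share of higher calls in LV 5/6Nx rats, 57.1%, was 46.2% with library totals, 45.9% with 4 groups, 44.4% with the authors' p-values, 66.7% without the filter, and 50.0% with TMM scaling, both limma-voom fits, log2 of normalized reads plus 1 and array weights. The cause was not tested.

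Without 1 library the counts ran from 62 to 1646 in LV Sham, 2 to 24 in LV 5/6Nx, 5 to 152 in Kidney Sham, 0 to 4 in Kidney 5/6Nx, 2 to 695 for the LV interaction, and 2 to 9 and 0 to 3 for shared genes in LV and kidney. Lowest and highest came without LV Sham PD replicates 5 and 2, LV 5/6Nx Control replicates 3 (or 6) and 2, Kidney Sham PD replicates 5 and 4, any Kidney 5/6Nx Control library and PD replicate 6, LV Sham Control replicate 4 and 5/6Nx Control replicate 1, and, for shared genes, several 5/6Nx libraries against LV Sham PD replicate 2 and Kidney 5/6Nx PD replicate 6. The other libraries are named beside the results.

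Gene lists past the threshold in camera numbered 21, 18, 24 and 24 for the comparisons with PD, 20 and 4 for the interactions with surgery, 10 and 27 for surgery, and 9 and 17 for the interactions with tissue. With an estimated correlation all were 0, also for surgery in the kidney, where 8568 genes passed. A miss in that test thus does not argue against a change. With fry the lists numbered 15 in LV Sham, 3 in LV 5/6Nx, 7 in Kidney Sham and 0 in Kidney 5/6Nx. For the interactions with surgery they were 10 and 0, for surgery 2 in LV and 31 in kidney, and for the interactions with tissue 1 and 0. Without the genes the paper names, the lists past the threshold numbered 15, 13, 20 and 19 for the comparisons with PD. They were 20 and 5 for the interactions with surgery, 10 and 26 for surgery, and 8 and 20 for those with tissue. Without Kidney Sham PD replicate 4 they were 22, 4 and 10 for Kidney Sham, the kidney interaction and the Sham interaction with tissue.

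The quasi-likelihood test of edgeR, the Wald test of DESeq2 and a pseudocount on FPKM or TPM were not run, as the deposited unit is a log2 value. The recovered whole reads would have allowed the first 2, but of the tests for reads only limma-voom was run on them. No paired analysis was run. The labels do not state the rat of a library, but library numbers of LV and kidney differ by a constant step and may pair them. Depth limits genes of few reads: a gene needed 10 normalized reads in a whole group to be tested, and changes of 1.5-fold were called in under 60% of simulated genes.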

Differences from the paper's values

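Limma-voom without weights and array quality weights were chosen only after the results were seen.

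At the same threshold, an adjusted p of 0.05, the paper counts 853, 162, 637 and 33 genes with PD in LV Sham, LV 5/6Nx, Kidney Sham and Kidney 5/6Nx rats, where limma gave 194, 14, 23 and 2. In the same order the paper's Table S3 lists 545, 71, 382 and 28 higher genes against 147, 8, 16 and 2 here, and 308, 91, 255 and 5 lower genes against 47, 6, 7 and 0. Of the alternatives set before the data were examined, the authors' deposited p-values over the genes kept came within 1.5 times of the paper in all of these (851, 162, 625 and 32 genes; 544, 72, 384 and 27 higher; 307, 90, 241 and 5 lower). For the higher genes of LV Sham rats so did limma-voom with sample quality weights (735) and the omission of LV Sham PD replicate 2 (781). TMM scaling, no filter, all 4 groups of the tissue in one fit and the omission of any other library did not for any of these counts, nor did limma-voom with sample quality weights or the omission of that library for the others. Array quality weights, chosen after seeing the values, also came within 1.5 times for the higher genes of LV Sham rats (811) and leave 85 of the authors' 853 called genes uncalled. Of the genes of Tables S4, S5, S6 and S7 that were tested, 17 of 27, 7 of 30, 7 of 29 and 2 of 19 passed here, each with the direction of its table. The split by direction in Table S3 also differs from the authors' deposited tables, which hold 72 higher and 90 lower genes in LV 5/6Nx rats and, in kidney of Sham rats, 245 lower genes.

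The paper's depths count sequenced reads and those here reads in the gene table, so they are not on 1 scale, and none of the alternatives set before the data were examined bears on them. The paper gives over 50.0 M for every sample and the lowest here was 16.7 M. Its Table S2 gives for LV 5/6Nx Control a lowest, median and highest of 55.9, 61.0 and 117 M (here 32.2, 36.9 and 70.0 M). For LV 5/6Nx PD it gives 52.3, 61.6 and 75.2 M (here 31.0, 35.5 and 43.7 M), and for Kidney 5/6Nx Control a lowest of 61.0 M (here 34.0 M).

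The paper states that in the LV PD increased transcripts of several heat shock proteins, selectins and matrix metalloproteinases and decreased Rbm3 and Nox4 whether the rats had Sham or 5/6Nx surgery. Mmp8, Mmp9, Cd177 and LOC100909700 passed as higher in both surgical groups here, as the paper has them, and the LV shared more genes between the groups than the kidney (5 and 1). Of heat shock proteins and cytosolic chaperones 3 of 39 passed in Sham and 0 of 39 in 5/6Nx rats. Among them 3 passed in 5/6Nx rats with all 4 groups in one fit, 4 with the authors' p-values and 2 without LV 5/6Nx PD replicate 6. That list leaves out Hspa5, counted with the unfolded protein response, which passed in limma in 5/6Nx rats (adjusted p = 0.0299) but not in Sham rats. With the authors' p-values the genes shared by both surgical groups included Hspa1a, Hspa1b, Hspa5 and Hsp90b1. Rbm3 did not pass in Sham or 5/6Nx rats (adjusted p = 0.123 and 0.210), except with the authors' p-values (0.0374 and 0.0349; ranges over the alternatives 0.0374 to 0.151 and 0.0349 to 0.252). Nox4 did not pass either (0.0554 and 0.267). It passed with the authors' p-values in both groups (0.00212 and 0.0334; ranges 0.00212 to 0.0911 and 0.0334 to 0.327), and in Sham rats in limma-voom with sample quality weights (0.0174) and without LV Sham PD replicate 2 (0.0235). In Sham rats Nox4 also passed in limma-voom without weights (0.0431) and with array quality weights (0.0159), both chosen after seeing the values, which leave 654 and 85 of the authors' called genes uncalled.

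The paper has Sele, Selp and integrins as upregulated in the LV. Sele did not pass here in Sham or 5/6Nx rats (adjusted p = 0.111 and 0.282), except with the authors' p-values (0.00245 and 0.00342; ranges 0.00245 to 0.182 and 0.00342 to 0.371) and in Sham rats without LV Sham PD replicate 2 (0.0166). Selp did not pass (0.0853 and 0.135), except with the authors' p-values (2.29e-04 and 6.03e-05; ranges 2.29e-04 to 0.170 and 6.03e-05 to 0.206), in Sham rats in limma-voom with sample quality weights (0.0380) and without LV Sham PD replicate 2 (0.0132), and in 5/6Nx rats with all 4 groups in one fit (0.0344) and without LV 5/6Nx PD replicate 7 (0.0447). In Sham rats array quality weights, chosen after seeing the values, called Sele and Selp (0.0435 and 0.0271) and left 85 of the authors' called genes uncalled. Of integrin subunits 1 of 25 was higher in Sham and 0 of 24 in 5/6Nx rats. In Sham rats 5 were higher in limma-voom with sample quality weights, 5 higher and 1 lower with the authors' p-values, 5 higher without LV Sham PD replicate 2, 3 without LV Sham Control replicate 1, and 2 without LV Sham Control replicate 5 or PD replicate 6. None passed in Sham rats with all 4 groups in one fit or without LV Sham Control replicate 2, 3, 4 or 6 or LV Sham PD replicate 1, 4 or 5. With array quality weights, chosen after seeing the values and leaving 85 of the authors' calls uncalled, 6 were higher and 1 lower.

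The paper has Fgf23 as increased by PD in LV of 5/6Nx but not of Sham rats. It did not pass in 5/6Nx rats here (adjusted p = 0.217; 0.0142 with the authors' p-values, range over the alternatives 0.0142 to 0.496) or in Sham rats (0.476), where it passed without LV Sham PD replicate 2 (0.0155), and the difference between the surgical groups did not pass (0.238, range 0.200 to 0.423).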

Other observations

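The tests of lymphocytes and of the time of day, the counts over other splits of the libraries and the scaling by library totals were chosen only after the results were seen, while the test of residual blood was set before.

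The remnant kidney of 5/6Nx Control rats differed from the Sham Control kidney in 8568 of 16419 genes tested with limma (4013 higher and 4555 lower; 6 Sham and 7 5/6Nx libraries), a comparison of genes the paper does not report. Lcn2, a tubular injury marker, rose from 703 ± 200.3 to 13215 ± 10029 normalized reads (log2 change 3.83, standard error 0.32, adjusted p = 5.34e-06, above all Sham libraries in 7 of 7). Clu, clusterin, rose 10.6-fold and C3, a complement component, 7.01-fold (adjusted p = 8.67e-06 and 3.81e-06), and Cyp2c11, a cytochrome P450, fell from 6869 ± 1909 to 106 ± 184 normalized reads (adjusted p = 2.48e-06). Of the kidney injury genes 22 of 25 were higher and none was lower (22 when adjusted over the list alone; camera adjusted p = 1.26e-11; adjusted p = 0.203 with an estimated correlation). Extracellular matrix genes were higher in 43 of 54 and lower in 2 (45 and 3 over the list alone; 1.26e-10; adjusted p = 0.370 with an estimated correlation), and macrophage genes higher in 19 of 22 (19 over the list alone; 1.26e-08; adjusted p = 0.348 with an estimated correlation). Cell cycle genes were higher in 33 of 39 (34 over the list alone; 5.83e-09; adjusted p = 0.364 with an estimated correlation). Proximal tubule genes were lower in 15 of 21 and higher in 1 (16 and 2 over the list alone; 0.00131; adjusted p = 0.384 with an estimated correlation), and podocyte genes lower in 7 of 9 (7 over the list alone; 0.00896; adjusted p = 0.384 with an estimated correlation). With library totals, 71.0% of the calls were higher (6411 and 2623 lower) against 46.8% with the authors' size factors, as the median of all genes moved from -0.01 to 0.15 on the log2 scale.

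In the LV of Control rats 11 of 15792 genes passed in limma, 9 higher and 2 lower with 5/6Nx surgery, and 2757 had an unadjusted p under 0.05. Nppb, the B-type natriuretic peptide of the loaded ventricle, rose from 9516 ± 2784 to 27158 ± 8855 normalized reads (log2 change 1.48, standard error 0.21, adjusted p = 0.0123, above all Sham libraries in 7 of 7). Wisp2 rose 3.11-fold and Ltbp2, a matrix protein that binds fibrillin, 3.47-fold (adjusted p = 0.0114 and 0.0329), while Spon1, a secreted matrix protein, and Gulp1, an adaptor of engulfment, were lower (log2 change -0.87 and -0.64, adjusted p = 0.0329 and 0.0268). Of 19 cardiac stress and hypertrophy genes Nppb alone passed over all genes and 13 were higher when adjusted over the list alone (camera adjusted p = 9.08e-12; adjusted p = 0.166 with an estimated correlation). Of 23 neutrophil genes 0 passed in limma and 8 were higher over the list alone (camera adjusted p = 2.66e-08; adjusted p = 0.632 with an estimated correlation). Ltbp2 missed the threshold in limma-voom without weights, chosen after seeing the data (adjusted p = 0.0558, range over the alternatives 0.00696 to 0.0558). Limma-voom with sample quality weights called 660 genes, array quality weights, also chosen afterwards, 688, and all 4 LV groups in one fit 263.

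Neutrophil and erythroid genes were higher together in the LV of Sham PD rats, in which S100a9, among the most abundant of the neutrophil list, went from 2885 ± 1377 to 8629 ± 2577 normalized reads, and Alas2 of the erythroid list rose 2.32-fold; the study named 15 of the 25 measured neutrophil genes and 2 of the 17 erythroid ones from these libraries. For more residual blood in the tissue as the cause, the neutrophil score was set against the erythroid score within groups of the 26 LV libraries. The scores followed each other weakly (Pearson r = 0.278, p = 0.134, Spearman rho = 0.365, p = 0.0634, permutation tests, r = 0.436 without the pair of libraries farthest out). The slope accounts for 9.88% of the neutrophil difference (jackknife standard error 12.0, 6.19% to 20.8% without any 1 library), less than predicted for this cause. The erythroid score spread more in 5/6Nx Control and PD libraries (SD 0.54 and 0.45) than in Sham Control and PD (0.18 and 0.14). The 5/6Nx rats thus weigh most in that slope, which cannot decide for Sham rats, and residual blood stays open. Blood lymphocytes carried in with the neutrophils would raise their genes by about as much as the erythroid ones. The median change of 35 T, NK and B cell genes (0.20 on the log2 scale) lay 0.821 below that of 17 erythroid genes (1.02, bootstrap standard error of the difference 0.106). Lymphocyte genes thus rose less in these libraries, but that error resamples genes and leaves out the variation between rats, so it cannot decide. Also open, and untested, are a rise of neutrophils in the LV tissue with PD and one of neutrophils and young red cells in the blood without lymphocytes. For Cd177, expression by cardiomyocytes, where the paper's staining placed the antigen, is open too.

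Of the clock genes Dbp and Cry2 were lower with PD in the LV of 5/6Nx rats (log2 change -0.90 and -0.61, adjusted p = 0.0421 and 0.0416; in the kidney -0.82 and -0.54, not past the threshold at 0.703 and 0.244), and Arntl was higher in the kidney (1.15, adjusted p = 0.0446; in the LV 1.08, not past it at 0.138, but past it with all 4 LV groups in one fit and with the authors' p-values, 0.0344 and 0.0235, range over the alternatives 0.0235 to 0.211). Tissue collected at another time of day may account for this, since 20 of 21 clock genes had the same sign of change in the LV and the kidney (r = 0.927 across genes), as a shift of phase would give. Between 5/6Nx and Sham rats 15 had the same sign in the LV and 14 in the kidney. Both tissues come from the same rats, so an effect of PD on the clocks of both tissues, or of some rats' own rhythm, would give the same signs and stays open.

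Over 100 splits of the libraries into groups of the same sizes, the real one included, few gave as many genes as the real comparisons with PD. In the LV these were 194 genes in Sham rats (4 of 100, highest of the others 1798) and 14 in 5/6Nx rats (4 of 100, highest of the others 1779). In the kidney they were 23 genes in Sham rats (1 of 100, highest of the others 5) and 2 in 5/6Nx rats (2 of 100, highest of the others 607). Chance is thus unlikely for each count but not excluded, as many counts were judged in this way. Splits that call several times the real count, as in both LV comparisons and in the 5/6Nx kidney, point to a structure of the libraries other than PD. The same counts changed with the library left out, in fits that also had fewer rats. In LV they ran from 62 without Sham PD replicate 5 to 1646 without replicate 2, and from 2 without 5/6Nx Control replicate 3 to 24 without replicate 2. In kidney they ran from 5 without Sham PD replicate 5 to 152 without replicate 4, and from 0 without any 1 5/6Nx Control library to 4 without 5/6Nx PD replicate 6. For the interaction with surgery in the kidney and with tissue in 5/6Nx rats the real counts were 0 and 0 in limma (765 and 808 at an unadjusted p under 0.05; 0 and 1 in limma-voom with quality weights), which 100 and 100 splits equal or exceed (highest of the others 4 and 525).

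Gene lists past the threshold in camera at its preset correlation are given with the number of splits giving as many and the highest other count in brackets. Chance was unlikely, though not excluded, for kidney of Sham rats with PD, 24 (2 and 25), and for surgery in the kidney, 27 (3 and 28). More splits gave as many for LV of Sham rats, 21 (6 and 23), LV of 5/6Nx rats, 18 (6 and 21), and kidney of 5/6Nx rats, 24 (9 and 27). The same held for the interactions with surgery in LV, 20 (5 and 21), and kidney, 4 (93 and 25), and for surgery in the LV, 10 (58 and 21). It also held for the interactions with tissue in Sham, 9 (74 and 27), and 5/6Nx rats, 17 (20 and 24), so chance stays open in all of these. The other splits called a median of 11 lists for kidney of Sham rats and 15 for surgery in the kidney (9 to 15 over all these comparisons), and with an estimated correlation 0 lists passed in each of the real comparisons.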
